# An mTOR‐Tfeb‐Fabp7a Axis Ameliorates *bag3* Cardiomyopathy via Decelerating Cardiac Aging

**DOI:** 10.1111/acel.70216

**Published:** 2025-09-08

**Authors:** Yonghe Ding, Xueling Ma, Feixiang Yan, Baul Yoon, Wei Wei, Yuji Zhang, Xueying Lin, Xiaolei Xu

## Abstract

While *BAG3* has been identified as a causative gene for dilated cardiomyopathy, the major pathological events in *BAG3‐*related cardiomyopathy that could be targeted for therapeutic benefit remain to be discovered. Here, we aim to uncover novel pathological events through genetic studies in a zebrafish *bag3* cardiomyopathy model. Given the known cardioprotective effects of *mtor* inhibition and the fact that *transcription factor EB (tfeb*) encodes a direct downstream phosphorylation target of mTOR signaling, we generated a cardiomyocyte‐specific transgenic line overexpressing *tfeb* (*Tg[cmlc2:tfeb]*). This overexpression was sufficient to restore defective proteostasis and rescue cardiac dysfunction in the *bag3* cardiomyopathy model. Importantly, we detected accelerated cardiac senescence in the *bag3* cardiomyopathy model, which can be mitigated by *Tg(cmlc2:tfeb)*. We compared cardiac transcriptomes between the *Tg(cmlc2:tfeb)* transgenic fish and the *mtor* ^*xu015/+*^ mutant and found that inhibition of the fatty acid binding protein a (*fabp7a*) gene exerts therapeutic effects. Consistent with this genetic evidence, we detected elevated *fabp7a* expression in the *bag3* cardiomyopathy model, whereas cardiomyocyte‐specific overexpression of *fabp7a* induced dysregulated proteostasis, accelerated cardiac senescence, and cardiac dysfunction. To elucidate the functions of Fabp7a in normative cardiac aging, we turned to the African Turquoise Killifish. We noted elevated Fabp7a expression in the hearts of aged killifish, and pharmacological inhibition of Fabp7a mitigated the cardiac aging process. Together, this study uncovered accelerated cardiac senescence as a key pathological event in *bag3* cardiomyopathy and reveals that manipulating the mTOR‐Tfeb‐Fabp7a axis can mitigate this pathology and confer cardioprotective effects.

## 1 Introduction

*BAG3* has been recently identified as a causative gene for dilated cardiomyopathies (DCM), which is characterized by ventricular chamber enlargement and systolic dysfunction (Norton et al. 2011; Villard et al. 2011; Mizushima and Sadoshima 2017).

Dysregulated proteostasis, such as altered proteasome or autophagy activity, an imbalance between protein folding and degradation, and the accumulation of misfolded or aggregated proteins in cardiomyocytes, has been identified as a pathological feature of *BAG3*‐associated DCM (McLendon and Robbins 2015). *BAG3* encodes a co‐chaperone protein that binds to heat shock protein 70 and plays a direct and important role in proteostasis, especially in the turnover of sarcomeric proteins (Meriin et al. 2018). Consistent with the notion that dysregulated proteostasis is a key pathological event, our recent study of a *bag3* ^*e2/e2*^ cardiomyopathy model in zebrafish indicated that inhibition of the mechanistic target of rapamycin (mTOR) via an *mtor* haploinsufficiency mutant (*mtor* ^*xu015/+*^) exerted cardioprotective effects by restoring proteostasis (Ding et al. 2019). As a direct downstream phosphorylation target of mTOR signaling (through phosphorylation at S211 in the human TFEB protein) (Napolitano et al. 2018), mammalian TFEB (Transcription factor EB) is a master transcriptional regulator of lysosomal biogenesis and autophagy genes and has been implicated in a diverse range of functions such as nutrient sensing, lipid catabolism, and protein homeostasis (Martina et al. 2012; Tan et al. 2022). Overexpression of *TFEB* has been shown to exert therapeutic benefits for neurodegenerative diseases (Takla et al. 2023) and to repair CryABR^120G^ overexpression‐induced cardiac proteinopathy (Pan et al. 2017). Therefore, *tfeb* is a promising downstream candidate gene that could recapitulate the cardioprotective effects of mTOR inhibition on the *bag3* ^*e2/e2*^ cardiomyopathy model via repairing dysregulated proteostasis. However, experimental evidence is required to test this hypothesis.

Aging is a significant risk factor for cardiac diseases (North and Sinclair 2012; Rodgers et al. 2019), and dysregulated proteostasis has been proposed as one of the 12 hallmarks of normative aging (Lopez‐Otin et al. 2023). Besides dysregulated proteostasis, accelerated cardiac senescence is another hallmark of cardiac aging that has been reported to contribute to the pathogenesis of certain types of cardiomyopathies such as anthracycline‐induced cardiotoxicity (AIC) (Linders et al. 2024). While the expression of Bag3 protein has been linked to aging, as evidenced by a significantly elevated Bag3/Bag1 ratio in the neurons of aged rodent brain (Gamerdinger et al. 2009), it remains unclear whether cardiac senescence contributes to the pathogenesis of *bag3* ^*e2/e2*^ cardiomyopathy.

Fatty acid binding proteins (FABP) are a family of intracellular lipid‐binding proteins mostly known for acting as lipid chaperones that mediate lipid transport and maintain lipid metabolic homeostasis. In humans, at least 10 FABPs have been identified and categorized based on their expression levels in various tissues and organs (Smathers and Petersen 2011). Several FABP family members, such as FABP3, FABP4, and FABP9, have been identified as potential downstream target genes of TFEB, playing roles in cellular lipid metabolic process (Palmieri et al. 2011). FABP3, also known as the heart‐specific FABP, is most abundantly expressed in the heart and cardiac muscle, emerging as a promising biomarker for coronary and peripheral artery disease (Rezar et al. 2020). In contrast, FABP7, referred to as the brain‐type FABP, mainly functions in brain development, learning and memory, sleeping disorders, and tumorigenesis (George Warren et al. 2024; Gerstner et al. 2017). To date, there are no reports on the expression or functions of Fabp7 in the heart or in cardiac diseases.

Here, we aim to leverage the efficient genetic tools offered by zebrafish to elucidate the pathogenesis of *bag3* ^*e2/e2*^ cardiomyopathy and explore novel therapeutic avenues. First, we characterized a transgenic line with cardiomyocyte‐specific overexpression of *tfeb*, and provided experimental evidence to confirm its therapeutic benefits, which recapitulate the cardioprotective effects of *mtor* inhibition. Next, we searched for additional modifying genes by testing differentially expressed genes (DEGs) identified through a transcriptome comparison between the *mtor* inhibition and the *tfeb* transgenic overexpression fish lines. Using an F0‐based genetic screen, we identified *fabp7a* as a new genetic modifier. While the inhibition of fabp7a recapitulated the cardioprotective effects of *mtor* inhibition and *tfeb* overexpression on the *bag3* cardiomyopathy, activation of *fabp7a* exacerbated these phenotypes. Importantly, we noted accelerated cardiac aging in the *bag3* model, which could be mitigated via modulating the mTor‐TFEB‐Fabp7 axis. To provide direct evidence to support the function of Fabp7 in cardiac aging, we utilized the turquoise killifish, known for its short lifespan of (Ruparelia et al. 2024). Our results showed that pharmacological inhibition of Fabp7a via MF6, a specific inhibitor of Fabp7, decelerates normative cardiac aging.

## 2 Results

### 2.1 Cardiomyocyte‐Specific Overexpression of *tfeb* Recapitulated the Cardioprotective Effects of *mtor^xu015/+^* in the *bag3* Cardiomyopathy Model

We recently reported that a frameshift mutation in the second exon of the zebrafish *bag3* gene resulted in cardiomyopathy‐like phenotypes at 6 months of age, termed *bag3* ^*e2/e2*^ cardiomyopathy (Ding et al. 2019). A zebrafish mechanistic target of rapamycin (mTOR) haploinsufficiency mutant (*mtor* ^*xu015/+*^) exerted cardioprotective effects. Because Tfeb is a direct downstream phosphorylation target of mTOR signaling, we investigated whether the cardioprotective effects of mTOR inhibition can be recapitulated by Tfeb overexpression. We tested *Tg(cmlc2:tfeb)*, a transgenic fish line with cardiomyocyte‐specific overexpression of *tfeb* (Kim et al. 2021), and found that the *Tg(cmlc2:tfeb)* transgene effectively rescued cardiomyopathy‐like phenotypes including increased ventricular chamber size, damaged myocardium structure, reduced cardiac function, shortened lifespan, and re‐activation of fetal gene programs in the *bag3* ^*e2/e2*^ mutant fish (Figure 1A–F). Because dysregulated proteostasis is a major pathological feature of *bag3* cardiomyopathy, and dysregulation of autophagy, a dynamic process involving both the formation and clearance of autophagosomes, often contributes to proteostasis disruption (McLendon and Robbins 2015), we evaluated autophagy in *bag3* ^*e2/e2*^ mutant fish hearts with or without the *Tg(cmlc2:tfeb)* transgene. Our results revealed significantly impaired autophagic flux in *bag3* ^*e2/e2*^ mutant fish hearts, as indicated by the failure of LC3 II to accumulate in response to the autophagy inhibitor bafilomycin A1 (BafA1) treatment and by elevated total ubiquitinated protein levels. Importantly, these defects were partially restored by the *Tg(cmlc2:tfeb)* transgene (Figure 1G,H). Collectively, these data suggest that cardiomyocyte‐specific overexpression of *tfeb* recapitulated the therapeutic effects of mTOR inhibition in the *bag3* cardiomyopathy model.

**FIGURE 1:**
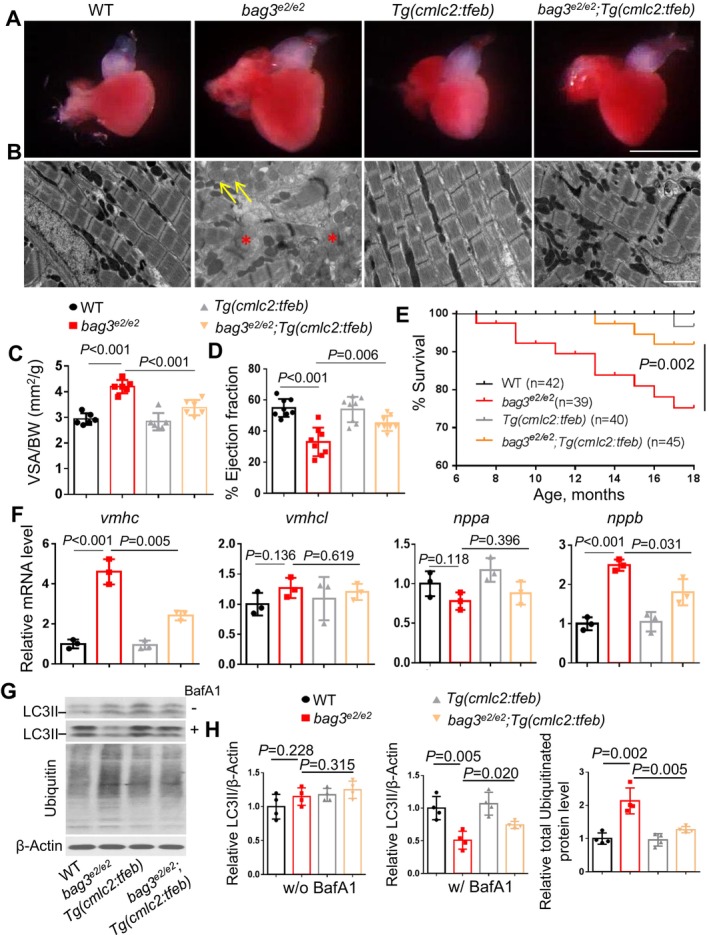
Cardiomyocyte‐specific overexpression of tfeb alleviated bag3 cardiomyopathy phenotypes and restored impaired proteostasis. (A–C) Bright‐field images of dissected hearts (A) confirmative images of transmission electron microscope (TEM) (B) and quantification analysis (C) show enlarged ventricular surface area (VSA) normalized to body weight (BW), impaired sarcomere structure (Asterisks), and mitochondrial swelling (Arrows) phenotypes in the *bag3* ^*e2/e2*^ mutant hearts, which were ameliorated by *Tg(cmlc2:tfeb)*, a cardiomyocyte‐specific *tfeb* overexpression transgenic line. Scale bars in A, 1 mm; in B, 20 μm. (D, E) Ejection fraction (EF) (D) and Survival (in %) (E) of *bag3* ^*e2/e2*^; *Tg(cmlc2:tfeb)* double mutant/transgenic fish compared to the *bag3* ^*e2/e2*^ single mutant, *Tg(cmlc2:tfeb)* single transgenic or WT control fish; *n* = 39–45, log‐rank test. (F) Quantitative RT‐PCR analysis of cardiomyopathy molecular markers in *bag3* ^*e2/e2*^; *Tg(cmlc2:tfeb)* double mutant/transgenic fish compared to single‐mutant/transgenic fish and WT control fish. *n* = 3 biological replicates, one‐way ANOVA. (G–H) Western blot (G) and quantification analysis of the LC3 II and ubiquitinated proteins in indicated fish heart treated with or without 50 nM bafilomycin A1 (BafA1) for 4 h. *n* = 4 biological replicates, one‐way ANOVA.

### 2.2 Cardiomyocyte‐Specific Overexpression of *tfeb* Decelerated Cardiac Aging Phenotypes in the *bag3* Cardiomyopathy Model

Upon closer examination of the *bag3* ^*e2/e2*^ mutants, we observed a curved body shape in some of *bag3* ^*e2/e2*^ mutants at 6 months of age (Figure S1A), prompting us to investigate aging‐related phenotypes. We detected increased senescence‐associated (SA) β‐galactosidase activity throughout the body and in the heart at 6 months of age, with more prominent signals in the atrium than in the ventricle (Figure S1B). However, the overall β‐gal staining signal in the adult zebrafish heart chambers, especially in the ventricle, was very faint, with only a few dots detected. We next performed immunofluorescent staining of sectioned hearts and observed a significantly increased signal of the cellular senescence marker p16 and DNA damage marker γH2A.X in the cardiomyocytes of *bag3* ^*e2/e2*^ mutant fish hearts at 6 months of age (Figure 2A–D). In addition, we carried out quantitative RT‐PCR experiments and found significantly elevated transcripts of *p21*, a well‐recognized cellular senescence marker in zebrafish (Morsli et al. 2023), and senescence‐associated secretory phenotype (*SASP*) markers including *il‐1b*, *il‐6*, and *mmp2* in the *bag3* ^*e2/e2*^ mutant fish hearts (Morsli et al. 2023; Vanhunsel et al. 2021) (Figure 2E–H, Figure S1C–F). Importantly, these aging‐associated phenotypic markers were attenuated by the *Tg(cmlc2:tfeb)* transgene (Figure 2). Together, these results strongly suggest that accelerated cardiac senescence is a pathological event in the *bag3* cardiomyopathy model, which can be ameliorated by cardiomyocyte‐specific *tfeb* activation.

**FIGURE 2:**
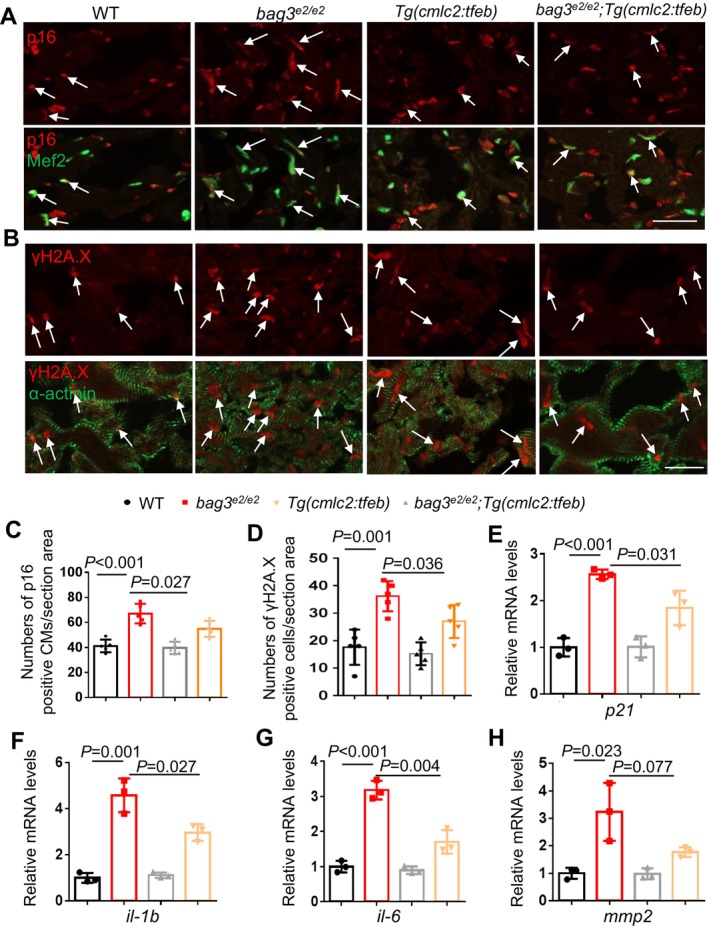
Cardiomyocyte‐specific overexpression of *tfeb* decelerated cardiomyocyte senescence. (A, B) Representative images of cryosectioned heart tissues co‐immunostained using either anti‐p16 antibody co‐stained with anti‐Mef2 antibody (A) or anti‐γH2A antibody co‐stained with anti‐α‐actinin antibody (B) in the *bag3* ^*e2/e2*^; *Tg(cmlc2:tfeb)* double‐mutant/transgenic fish compared to single‐mutant/transgenic fish and WT control fish at 6 months. Scale bars: 20 μm. Arrows point to overlapping signals. (C, D) Quantification of the numbers of p16/Mef2 and γH2A.X/α‐actinin antibodies co‐immunostained cells shown in A and B. *n* = 5, One‐way ANOVA. (E–H) Quantitative RT‐PCR analysis of cellular senescence marker p21 and senescence‐associated secretory phenotype (*SASP*) markers in *bag3* ^*e2/e2*^; *Tg(cmlc2:tfeb)* double mutant/transgenic fish compared to single‐mutant/transgenic fish and WT control fish. *n* = 3 biological replicates, one‐way ANOVA.

### 2.3 Genetic Analysis of Shared Differentially Expressed Genes (DEGs) Between *Tg*(*cmlc2:tfeb*) and *mtor^xu015/+^* Identified *fabp7a* as a Therapeutic Modifier Gene for *bag3* Cardiomyopathy

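Ventricles of adult zebrafish were compared between 3 genotypes at 6 months of age. The *mtor* xu015/+ fish carry a mutant copy of *mtor*, which encodes the mTOR kinase, and the *Tg(cmlc2:tfeb)* fish express *tfeb*, which encodes a transcription factor of autophagy and lysosome genes, from a cardiomyocyte promoter. The methods name corresponding WT siblings as controls. The data hold a single group of 3 WT libraries, which was compared with either line. The sample labels do not say of which line these WT fish were siblings. Each library was made from 5 pooled ventricles, and 3 libraries were made for each genotype, 9 in all. The WT columns of the deposited table carry a tag of 9 months, whereas the methods give 6 months for every genotype.

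According to the methods, read pairs of 50 bp were aligned with TopHat (version 2.1.1), at first to the Zv9 assembly with Ensembl annotation 79 and later to GRCz11, and quantified with Cufflinks (version 2.2.1). The authors deposited estimated counts for 30628 genes, which need not be whole numbers and were scaled to each library's own size but not normalized between libraries. The paper's text does not name the tool that made this table. The column labels end in scaledTPM, so the values may be rescaled abundances rather than read counts, which was not settled. Counts below are these estimated values. Gene coordinates are given as in the table, in which chromosome 4 reaches position 78068331, and were taken as GRCz11. The total estimated count was 35935444 to 40733022 in the WT libraries (median 37046950), 36905618 to 45273695 in the *mtor* xu015/+ libraries (median 44446790), and 35439974 to 43790550 in the *Tg(cmlc2:tfeb)* libraries (median 43109115). The mitochondrial gene *mt-co1* took the largest share of every library, between 4.34% and 5.75%. Libraries of the same genotype differed by more than sampling noise, with a chi-square per gene between 12.2 and 75.6, and no 2 of them held identical values.

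The estimated counts were rounded to whole numbers. Genes with too few counts were removed with edgeR's filterByExpr, which left 21216 genes, and library sizes were normalized with edgeR's TMM method. The quasi-likelihood test of edgeR was fitted over all 9 libraries, and its p-values were adjusted with the Benjamini-Hochberg method over the tested genes. The table lists 4721 genes without a name or a position, and 2332 of them were among the genes tested.

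The 2 manipulated genes were examined first. *mtor* (ENSDARG00000053196) lies on chromosome 8 from 46077609 to 46321918. Its normalized count was 4363 ± 2067 (SD, n = 3) in WT and 6280.2 ± 958 (SD, n = 3) in the libraries labelled *mtor* xu015/+, so it was not lower in the mutant libraries (log2 fold change 0.53, standard error 0.28, adjusted p = 0.697, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The count of this gene therefore does not check the genotype, and these libraries are named by their label. The *mtor* count in *Tg(cmlc2:tfeb)* was 1890.3 ± 17.9 (SD, n = 3), with a log2 fold change of -1.21 against WT (standard error 0.28, adjusted p = 0.0153 from the same edgeR test). With a library left out in turn, this change ranged from -1.48 to -0.78. Its edgeR adjusted p was under 0.05 in 5 of 6 such fits and at most 0.0518. *tfeb* (ENSDARG00000010794) lies on chromosome 11 from 22287954 to 22361306. Its normalized count was 1843 ± 283 (SD, n = 3) in WT, 1814 ± 279 (SD, n = 3) in the libraries labelled *mtor* xu015/+ and 19097 ± 9194 (SD, n = 3) in *Tg(cmlc2:tfeb)*. The log2 fold change between *Tg(cmlc2:tfeb)* and WT was 3.37 (standard error 0.36, adjusted p = 3.6e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Tg(cmlc2:tfeb)* library had a higher *tfeb* count than each of the other 6 libraries.

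**Figure D1:**
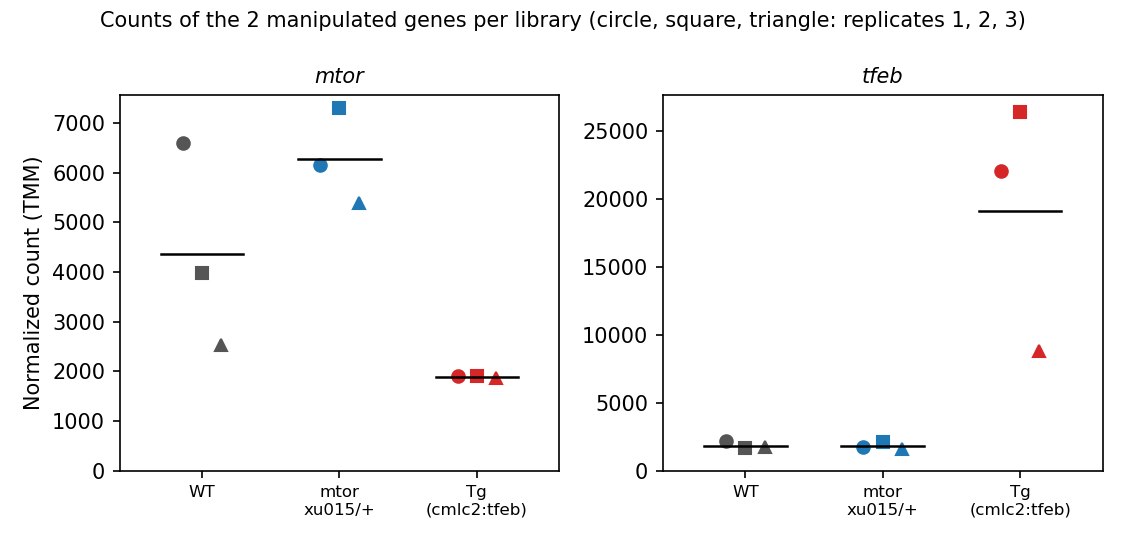
Normalized counts of *mtor* and *tfeb* in each of the 9 libraries, by genotype; each symbol is a library (circle, square and triangle for replicates 1, 2 and 3) and each line is the mean of 3 libraries. The *tfeb* count of the *Tg(cmlc2:tfeb)* libraries starts at 8779.6, above the highest count of 2168 in the other libraries, whereas the *mtor* counts of the libraries labelled *mtor* xu015/+ lie among or above those of WT.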

To explore the molecular mechanisms underlying the cardioprotective effects of *mtor* ^*xu015/+*^ haploinsufficiency mutants and *Tg(cmlc2:tfeb)* transgenes on *bag3* cardiomyopathy, we compared their transcriptomes through RNA‐sequencing analysis of whole heart tissues. 

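PCA was run on log2 CPM with a prior count of 2, separately for the 6 libraries of each line and WT. For the libraries labelled *mtor* xu015/+ and WT, 20194 genes entered, and the first component held 27.7% of the variance and the second 21.1%. The WT libraries scored from -36.4 to -10.5 on the first component and the libraries labelled *mtor* xu015/+ from 16.6 to 42.7, so that the genotypes did not overlap there, but they overlapped on the second. Libraries of different genotypes lay 84.6 apart on average (Euclidean distance over all genes), against 78.9 within WT and 79.9 within *mtor* xu015/+. The pseudo-F, the variance between genotypes over that within them, was 1.41, the highest of the 10 possible splits of the 6 libraries (exact permutation test, p = 0.10, the smallest p that these splits allow).

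For *Tg(cmlc2:tfeb)* and WT, 20537 genes entered, and the components held 64.8% and 10.4% of the variance. WT libraries scored from -62.3 to -61.4 on the first component and *Tg(cmlc2:tfeb)* libraries from 55.3 to 66.9. The mean distance between genotypes was 139, against 80.4 within WT and 77.7 within *Tg(cmlc2:tfeb)*, and the pseudo-F was 7.30 (exact permutation test, p = 0.10, again the smallest possible). The choice and scaling of genes moved the pseudo-F in both directions. With the 500 most variable genes alone it was 12.6 for *Tg(cmlc2:tfeb)* and 1.63 for the libraries labelled *mtor* xu015/+, and with genes scaled to unit variance it was 3.24 and 1.24.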

Principal component analysis (PCA) revealed that the cardiac transcriptomes of either *mtor* ^*xu015/+*^ haploinsufficiency mutants or *Tg(cmlc2:tfeb)* transgenes formed clusters distinct from the corresponding WT sibling control samples (Figure 3A,B). 

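DEGs were defined as genes with an adjusted p-value under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and a change of at least 1.5-fold. For *Tg(cmlc2:tfeb)* versus WT, 3161 genes met both criteria, of which 1572 were upregulated and 1589 downregulated. At an unadjusted p under 0.05 there were 7566 genes, 35.7% of those tested. In 42.0% of all tested genes (8913) the 3 *Tg(cmlc2:tfeb)* libraries lay on the same side of all 3 WT libraries, which 10% of genes do by chance. With a library left out in turn, the number of DEGs ranged from 2348 to 2957. Of the DEGs, 569 are listed without a name or position, and these make up 103 of the 158 DEGs with a log2 fold change of at least 5 in size.

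The smallest p-value among downregulated genes was that of *SLA* (ENSDARG00000100287, chromosome 16, 31542645 to 31547800). Its normalized count was 958 ± 58.7 (SD, n = 3) in WT and 9.51 ± 1.45 (SD, n = 3) in *Tg(cmlc2:tfeb)*, a log2 fold change of -6.62 (standard error 0.15, adjusted p = 5.6e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *CABZ01025780.1* was at or under 3 counts in every *Tg(cmlc2:tfeb)* library and at least 213-fold lower than in WT, where its count was 715 ± 41.01 (SD, n = 3). ENSDARG00000097275, *CR339041.1* and *BX664622.1* had log2 fold changes of -3.50, -2.83 and -2.92. Among upregulated genes the smallest p-value was that of ENSDARG00000090847 (chromosome 22, 6632702 to 6651382), with 24.4 ± 3.85 (SD, n = 3) normalized counts in WT and 446 ± 21.04 (SD, n = 3) in *Tg(cmlc2:tfeb)* and a log2 fold change of 4.19 (standard error 0.14, adjusted p = 3.7e-07 from the same edgeR test). *ptgr1* and *CABZ01086734.1* had log2 fold changes of 3.03 and 1.32. *FQ378016.1* and the unnamed gene ENSDARG00000110763 were at or under 3 counts in every WT library and at least 83.5-fold and 106-fold higher in *Tg(cmlc2:tfeb)*.

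In the libraries labelled *mtor* xu015/+, whose *mtor* count was not lower than in WT, 5 genes met both criteria, 2 upregulated and 3 downregulated. At an unadjusted p under 0.05 there were 1668 genes, 7.86% of those tested, and 13.2% of all tested genes had no overlap between the 6 libraries. *ntn1b* was the named gene among the 5. The other 4 are listed without a name or position. Of these, ENSDARG00000112480 and ENSDARG00000113086 were at or under 3 counts in every library labelled *mtor* xu015/+ and at least 99.0-fold and 61.9-fold lower than in WT. ENSDARG00000112727 had a log2 fold change of -7.07, and from -11.5 to -6.48 with a library left out in turn. This value is imprecise, since its normalized count was 7.43 in *mtor* xu015/+ replicate 2 and 0 in replicates 1 and 3. ENSDARG00000110772 was at least 7.20-fold higher, being at or under 3 counts in every WT library. The test moved this number most. DESeq2 called 71 genes and limma-voom 0 in these libraries, whereas 16 alternatives gave 2343 to 4671 DEGs in *Tg(cmlc2:tfeb)*. With a library left out in turn, 0 to 5 genes were called in the libraries labelled *mtor* xu015/+. The upregulated genes *ntn1b* and ENSDARG00000110772 were called in 0 of these 6 fits. Their edgeR adjusted p was 0.089 to 0.257 and 0.113 to 0.257.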

Using a cut‐off of an adjusted *p*‐value < 0.05 and ≥ 1.5‐fold changes, we identified 1936 differentially expressed genes (DEG) in the *Tg(cmlc2:tfeb)* versus WT, and 65 DEGs in the *mtor* ^*xu015/+*^ versus WT (Figure S2). Notably, we found that the *mtor* ^*xu015/+*^ samples clustered more closely with WT than the *Tg(cmlc2:tfeb)* samples when using normalized gene expression of all expressed genes to assess genome‐wide transcriptomic similarity among these three groups (Figure 3C). 

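The distance between group means was computed over all 21216 tested genes on the log2 scale. *Tg(cmlc2:tfeb)* lay 128 from WT and the libraries labelled *mtor* xu015/+ 60.3 from WT, a ratio of 2.13. Of the 20 ways to give the labels of the 2 lines to their 6 libraries, this ratio was the largest (exact permutation test, one-sided, p = 0.05, the smallest p these labelings allow). Part of each distance is the spread between replicates. Single libraries labelled *mtor* xu015/+ and WT lay 94.6 apart on average, little more than 2 WT libraries (88.0) or 2 libraries labelled *mtor* xu015/+ (90.7). Single *Tg(cmlc2:tfeb)* and WT libraries lay 146 apart, against 84.4 for 2 *Tg(cmlc2:tfeb)* libraries. With the variance within groups subtracted, the ratio rose to 3.78, the largest shift among the alternatives, and with genes scaled to unit variance it was 1.63.

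In a PCA of all 9 libraries, the first 3 components held 52.3%, 10.4% and 7.50% of the variance. On the first, *Tg(cmlc2:tfeb)* libraries scored from 76.5 to 88.5, WT libraries from -43.7 to -40.6 and the libraries labelled *mtor* xu015/+ from -46.9 to -37.6, on both sides of WT. On the second, WT libraries scored from 10.5 to 33.5 and the libraries labelled *mtor* xu015/+ from -54.6 to -7.67, without overlap.

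**Figure D2:**
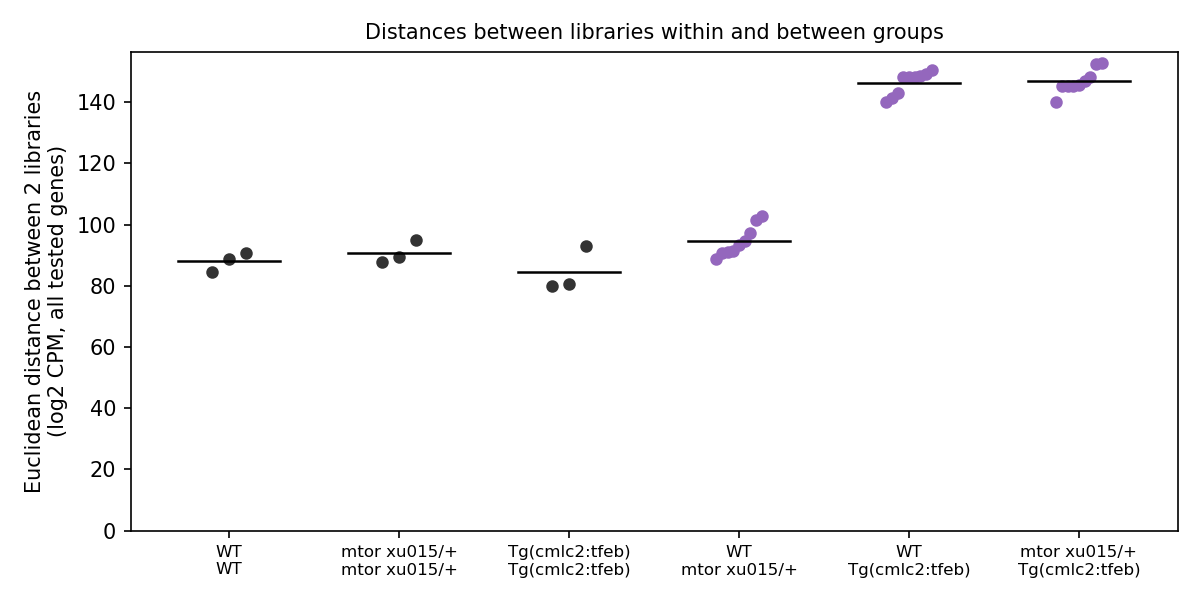
Euclidean distances between pairs of libraries (log2 CPM, all tested genes), for pairs within each genotype (black) and between genotypes (purple); each point is a pair of libraries and each line is the mean. Pairs of a WT library and a library labelled *mtor* xu015/+ average 94.6 and overlap the distances within genotypes, whereas every pair with 1 *Tg(cmlc2:tfeb)* library lies above them.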

Given that TFEB functions downstream of mTOR, its overexpression can likely bypass upstream mTOR regulation and drive broader transcriptional reprogramming, whereas partial mTOR haploinsufficiency in the *mtor* ^*xu015/+*^ mutant induces more limited transcriptomic changes, likely buffered by compensatory pathways.

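The 2 lines were also compared with each other in the same fit. In *Tg(cmlc2:tfeb)* versus the libraries labelled *mtor* xu015/+, 3404 genes were DEGs (1717 higher and 1687 lower in *Tg(cmlc2:tfeb)*), and 7964 genes had an unadjusted p under 0.05. Of the DEGs between *Tg(cmlc2:tfeb)* and WT, 2446 (77.4%) were also DEGs in this direct comparison. With no fold threshold the direct comparison gave 5157 genes, the largest shift among the alternatives. The median size of the log2 fold change over all tested genes was 0.28 in *Tg(cmlc2:tfeb)* and 0.14 in the libraries labelled *mtor* xu015/+, each against WT, and part of either value is the spread between replicates.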

**FIGURE 3:**
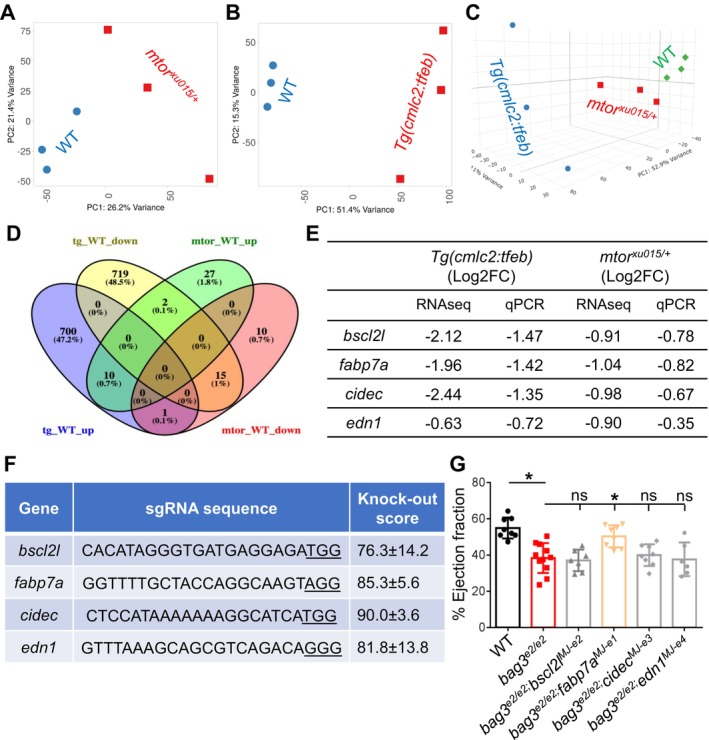
Combination of RNA‐seq with an F0‐based genetic screen identified *fabp7a* as a therapeutic modifier gene for the *bag3* cardiomyopathy model. (A, B) Principal Component Analysis (PCA) of RNA‐seq‐based expression data from the *mtor* ^*xu015/+*^ mutant (A) or *Tg(cmlc2:tfeb)* (B) transgenic fish hearts compared to WT controls. (C) 3D PCA plot using the normalized gene expression of all expressed genes to assess the genome‐wide transcriptomic similarity among *mtor* ^*xu015/+*^ mutant, *Tg(cmlc2:tfeb)* transgenic fish hearts, and WT controls. (D) Comparison of cardiac transcriptome between *mtor* ^*xu015/+*^ mutant and *Tg(cmlc2:tfeb)* transgenic fish hearts identified 10 upregulated and 15 downregulated genes as common DEGs. (E) Quantitative RT‐PCR validated the expression of 4 lipodystrophic DE genes that were downregulated in both the *mtor* ^*xu015/+*^ mutant and the *Tg(cmlc2:tfeb)* transgenic hearts. (F) List of single guide RNA (sgRNA) sequences for the 4 lipodystrophic DE genes and knockout scores detected from the adult fish injected with sgRNAs in F0 generation. (G) Injection of *fabp7a* microhomology‐mediated end joining (MMEJ)‐inducing sgRNA, but not the other 3 individual MMEJ sgRNAs, exerts a cardioprotective effect on *bag3* ^*e2/e2*^ cardiomyopathy in F0 adult fish.

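Ingenuity Pathway Analysis, the paper's method, draws on a commercial database and was not used here. In its place, lists of genes for circadian clock, protein folding and macrophage alternative activation were written before the data were examined. Each list was tested with camera, which asks whether its genes shifted more than all other tested genes, with the correlation between genes set to 0.01 and with Benjamini-Hochberg adjustment over 14 pathway tests. The libraries labelled *mtor* xu015/+ were compared with WT, although their *mtor* count was not lower. The 47 circadian clock genes had a mean log2 fold change of -0.06 (30 lower, camera adjusted p = 0.230). The 83 protein folding genes had a mean of 0.03 (47 higher, camera adjusted p = 0.2997), and the 53 macrophage genes a mean of -0.02 (24 lower, camera adjusted p = 0.924). None of the lists held a DEG. At an unadjusted p under 0.05 there were 8 circadian clock genes, 6 protein folding genes and 9 macrophage genes.

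The choice of libraries moved these values most. With WT replicate 1 left out, the protein folding genes had a mean of 0.090 and a camera adjusted p of 0.0093, but with WT replicate 2 or *mtor* xu015/+ replicate 3 left out the mean was -0.0051 or -0.016, and over the alternatives the adjusted p ranged from 0.0093 to 0.937. The circadian clock genes had a camera adjusted p of 0.0447 without WT replicate 1, at a mean of -0.096, in a range from 0.0447 to 0.601.

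**Figure D3:**
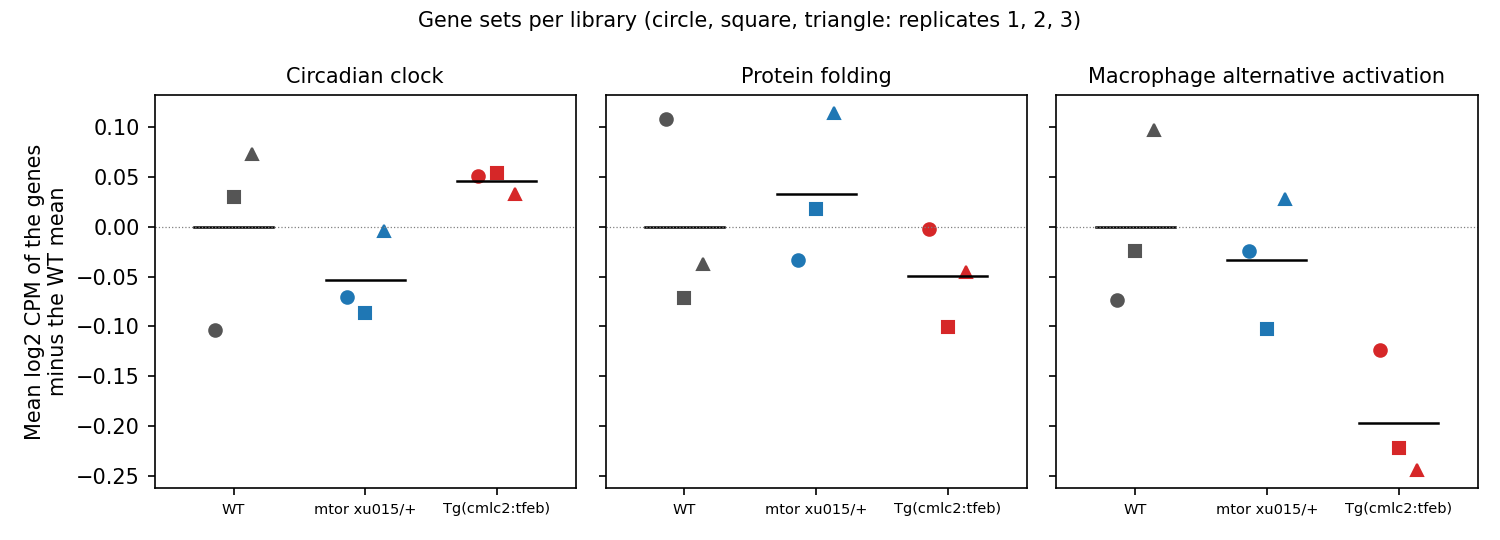
Mean log2 CPM of the circadian clock, protein folding and macrophage genes in each library, minus the mean of the 3 WT libraries; each symbol is a library (circle, square and triangle for replicates 1, 2 and 3) and each line is the mean of a genotype. For each list the 3 libraries labelled *mtor* xu015/+ overlap the 3 WT libraries.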

The top pathways in the *mtor* ^*xu015/+*^ haploinsufficiency mutants include circadian clock, protein folding, and macrophage alternative activation signaling pathway (Figure S2). In contrast, the top pathways in the *Tg(cmlc2:tfeb)* transgene lines include cell cycle checkpoints, mitotic prometaphase, and activation of the pre‐replicative complex. 

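In *Tg(cmlc2:tfeb)* versus WT, the 79 cell cycle checkpoint genes had a mean log2 fold change of 1.44, and 70 of them were higher (adjusted p = 6.6e-24, camera with Benjamini-Hochberg adjustment). The 83 mitotic prometaphase genes had a mean of 1.62 (camera adjusted p = 1.0e-22) and the 36 pre-replicative complex genes a mean of 1.33 (camera adjusted p = 4.4e-22). Among them, 42, 47 and 24 genes were upregulated DEGs. All 3 *Tg(cmlc2:tfeb)* libraries had a higher mean of each list than every other library. The p-values depend on the assumed correlation between genes. With the correlation estimated from the data, the camera adjusted p was 0.0802 for checkpoint genes, 0.0978 for prometaphase genes and 0.0802 for pre-replicative complex genes, each the highest over the alternatives. The 3 lists in the libraries labelled *mtor* xu015/+ had means of -0.05, -0.06 and -0.14, with camera adjusted p-values of 0.148, 0.442 and 0.148.

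The cyclin gene *ccna2* (ENSDARG00000011094, chromosome 14, 46354648 to 46374870) had 448 ± 29.7 (SD, n = 3) normalized counts in WT and 1748 ± 183 (SD, n = 3) in *Tg(cmlc2:tfeb)*, a log2 fold change of 1.96 (standard error 0.12, adjusted p = 2.4e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *mcm5*, a subunit of the replicative helicase (ENSDARG00000019507, chromosome 3, 25999477 to 26011440), had 46.0 ± 8.22 (SD, n = 3) in WT and 314 ± 46.5 (SD, n = 3) in *Tg(cmlc2:tfeb)*, a log2 fold change of 2.76 (standard error 0.18, adjusted p = 2.6e-05 from the same edgeR test). The log2 fold changes of *mcm2*, *mcm4* and *mcm6* were 1.67, 3.21 and 3.41, and that of *gins4* was 2.63. The kinetochore and condensin genes *bub1*, *ndc80*, *kntc1* and *ncapd2* had log2 fold changes of 3.31, 3.32, 3.68 and 3.06, and *ercc6l* had 3.38.

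**Figure D4:**
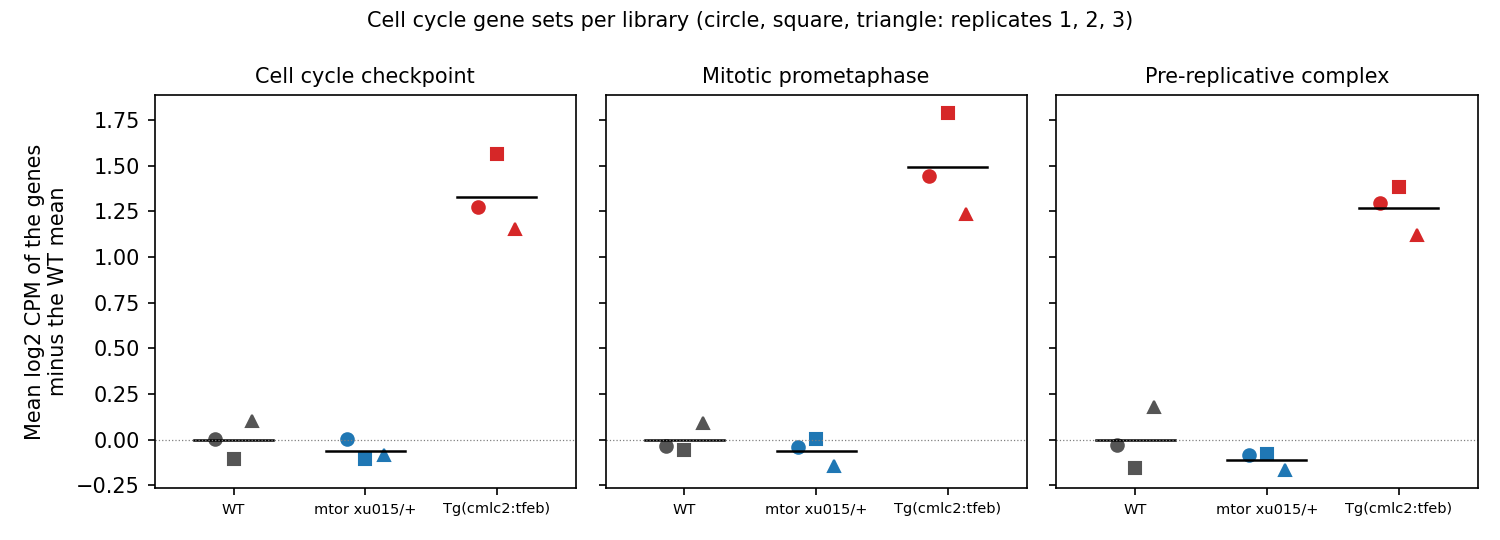
Mean log2 CPM of cell cycle checkpoint, mitotic prometaphase and pre-replicative complex genes in each library, minus the mean of the 3 WT libraries; each symbol is a library (circle, square and triangle for replicates 1, 2 and 3) and each line is the mean of a genotype. The *Tg(cmlc2:tfeb)* libraries lie above all 6 other libraries for each list.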

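No gene was called as downregulated in both comparisons with WT, and 2 were called as upregulated in both. Among the 1589 downregulated DEGs of *Tg(cmlc2:tfeb)*, 105 were also lower in the libraries labelled *mtor* xu015/+ at an unadjusted p under 0.05, and among the 1572 upregulated DEGs 155 were also higher. No gene was called in opposite directions. *ntn1b* (ENSDARG00000022531, chromosome 3, 25708549 to 25814097) had 178 ± 31.4 (SD, n = 3) normalized counts in WT, 513 ± 64.0 (SD, n = 3) in the libraries labelled *mtor* xu015/+ and 300.01 ± 59.9 (SD, n = 3) in *Tg(cmlc2:tfeb)*. Its log2 fold change was 1.53 in the former (standard error 0.18, adjusted p = 0.0473) and 0.76 in the latter (standard error 0.18, adjusted p = 0.0166, both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other gene was ENSDARG00000110772, without a name or position, with 24.8 ± 6.85 and 13.0 ± 0.675 (SD, n = 3) normalized counts in the 2 lines and at or under 3 counts in every WT library. The test moved the overlap most, since DESeq2 gave 12 genes downregulated and 23 upregulated in both comparisons. *ntn1b* and ENSDARG00000110772 were not called in the libraries labelled *mtor* xu015/+ in any fit with a library of that comparison left out.

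Over the 21216 tested genes, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.261 and a Spearman correlation of 0.157. These are correlations across genes, which are not independent replicates, and both comparisons share the 3 WT libraries. Computed from log2 CPM with the 3 shared WT libraries, the Pearson correlation was 0.236. With the WT libraries divided between the comparisons, so that none served both, the Pearson correlation lay between 0.0099 and 0.086 over the 6 possible divisions. The *mtor* count does not check the label of the *mtor* xu015/+ libraries.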

We identified 25 overlapping genes between these two DEG populations, with 15 downregulated and 10 upregulated (Figure 3D). Intriguingly, among the 15 overlapping downregulated genes, we noted 4 lipodystrophy genes: *bscl2l, fabp7a, cidec*, and *edn1* (Figure 3E, Table S1). 

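Each of the 4 genes had lower mean counts in both lines than in WT. *fabp7a* (ENSDARG00000007697, chromosome 17, 15433518 to 15435887) encodes a fatty acid binding protein. Its normalized count was 222 ± 33.6 (SD, n = 3) in WT, 98.5 ± 26.1 (SD, n = 3) in the libraries labelled *mtor* xu015/+ and 51.9 ± 21.6 (SD, n = 3) in *Tg(cmlc2:tfeb)*. The log2 fold change was -2.102 in *Tg(cmlc2:tfeb)* (standard error 0.32, adjusted p = 0.0022, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and from -2.31 to -1.78 with a library left out in turn. It was -1.17 in the libraries labelled *mtor* xu015/+ (standard error 0.31, adjusted p = 0.454 from the same edgeR test), and from -1.31 to -0.97 with a library left out. *cidec* (ENSDARG00000059651, chromosome 6, 21202639 to 21212367) encodes a lipid droplet protein and had 119 ± 24.6, 55.4 ± 20.6 and 18.7 ± 6.30 normalized counts (SD, n = 3) in WT, the libraries labelled *mtor* xu015/+ and *Tg(cmlc2:tfeb)*. Its log2 fold change was -2.66 in *Tg(cmlc2:tfeb)* (standard error 0.34, edgeR adjusted p = 9.0e-04) and -1.10 in the libraries labelled *mtor* xu015/+ (standard error 0.31, edgeR adjusted p = 0.495). *bscl2l* (ENSDARG00000025912, chromosome 14, 6159162 to 6175947) had 338 ± 216, 146.8 ± 43.0 and 68.1 ± 46.9 normalized counts (SD, n = 3), with 587 in WT replicate 1 and 204 and 221 in the other WT libraries. Its log2 fold change was -2.34 in *Tg(cmlc2:tfeb)* (standard error 0.54, edgeR adjusted p = 0.0144) and -1.20 in the libraries labelled *mtor* xu015/+ (standard error 0.51, edgeR adjusted p = 0.616). *edn1* (ENSDARG00000036912, chromosome 19, 3376430 to 3381422) encodes endothelin 1 and had 309 ± 162, 146 ± 58.5 and 162 ± 44.0 normalized counts (SD, n = 3). Its log2 fold change was -0.93 in *Tg(cmlc2:tfeb)* (standard error 0.40, edgeR adjusted p = 0.127) and -1.09 in the libraries labelled *mtor* xu015/+ (standard error 0.40, edgeR adjusted p = 0.572), and its counts overlapped those of WT in both lines.

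Table S1 lists 15 genes, of which 10 could be paired with a gene of the deposited table by name or identifier. All 10 had a lower mean count than WT in both lines, and in each line 6 of them lay below every WT library, with log2 fold changes of -3.94 to -0.93 in *Tg(cmlc2:tfeb)* and -1.90 to -1.05 in the libraries labelled *mtor* xu015/+, whose *mtor* count was not lower. Of these, 5 were DEGs in *Tg(cmlc2:tfeb)*. In the libraries labelled *mtor* xu015/+ none was, under adjusted p-values (edgeR, Benjamini-Hochberg) of 0.454 to 0.690, and 8 had an unadjusted p under 0.05. Adjusted over these 10 genes alone, 7 passed 0.05 in *Tg(cmlc2:tfeb)* and 6 in the libraries labelled *mtor* xu015/+, but the list comes from the paper's calls on the same data. Both lines were compared with the same 3 WT libraries. A list of 13 adipocyte marker genes, which does not include these 4 genes, was also lower in *Tg(cmlc2:tfeb)* by a mean log2 fold change of -1.51, against -0.22 in the libraries labelled *mtor* xu015/+ (camera adjusted p = 0.230). From the overlap of the DEG populations and the known link of these 4 genes to lipodystrophy, the paper proceeds to test each of them as a modifier of the *bag3* cardiomyopathy model.

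**Figure D5:**
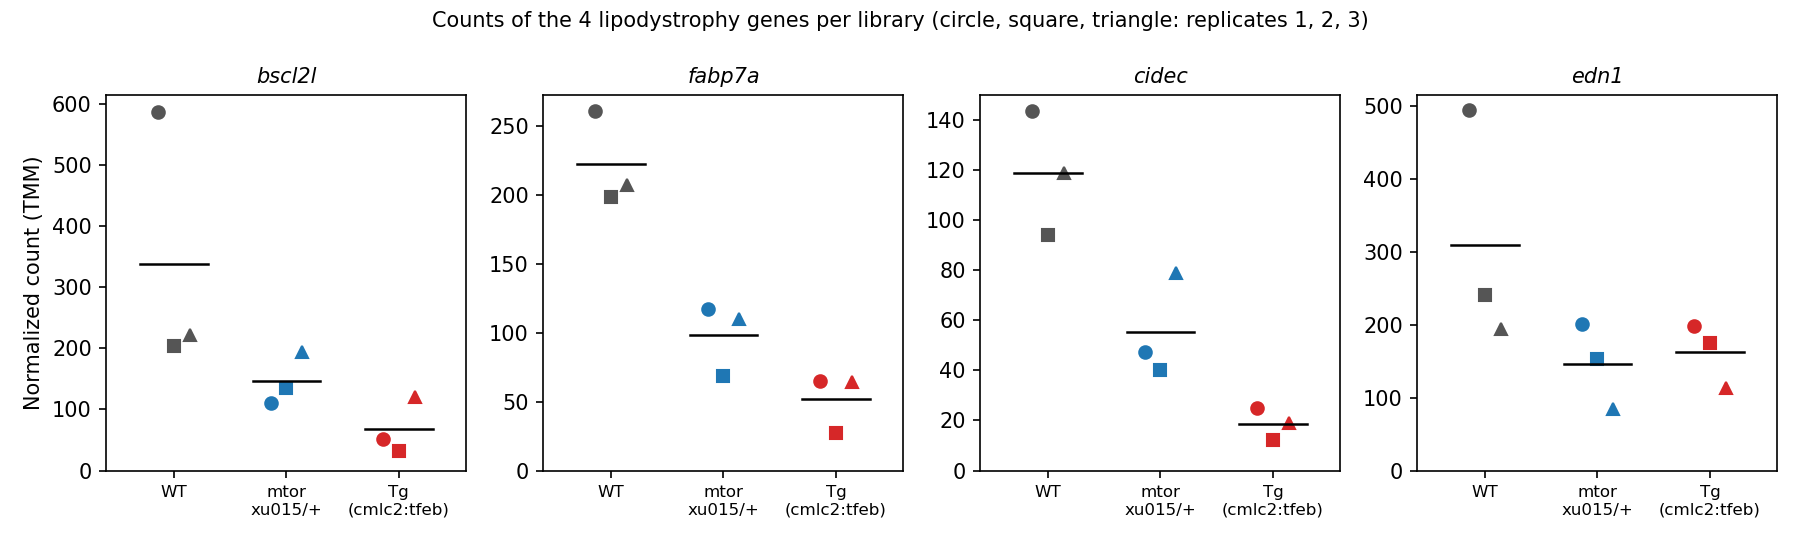
Normalized counts of *bscl2l*, *fabp7a*, *cidec* and *edn1* in each library, by genotype; each symbol is a library (circle, square and triangle for replicates 1, 2 and 3) and each line is the mean of 3 libraries. The counts of *fabp7a*, *cidec* and *bscl2l* in both lines lie below all 3 WT libraries, whereas those of *edn1* overlap them.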

We chose to test potential modifying effects of these 4 lipodystrophy genes on the *bag3* cardiomyopathy model using an F0‐based genetic assay (Ding et al. 2023). We designed microhomology‐mediated end joining (MMEJ)‐inducing single guide RNAs (sgRNAs) and tested their knockout efficiency via injecting into wildtype embryos. After confirming high knockout efficiency, that is, ranging from 76% to 90% (Figure 3F), we injected each of the 4 sgRNAs into the offsprings of *bag3* ^*e2/+*^ incrosses. We found that only the sgRNA targeting the first exon of the *fabp7a* gene (*fabp7a* ^*MJ‐e1*^), but not the other 3 lipodystrophy genes such as *bscl2l, cidec*, or *edn1*, restored the cardiac dysfunction in the *bag3* cardiomyopathy model at 6 months of age (Figure 3G). This data suggested that *bscl2l, cidec*, and *edn1* genes are likely involved in different pathways from *fabp7a*. Nevertheless, our genetic studies suggested that *fabp7a* is a potential therapeutic modifier gene for *bag3* cardiomyopathy.

Next, we performed a Western blot analysis and detected significantly elevated expression of the Fabp7a protein in the *bag3* cardiomyopathy model compared to WT control fish hearts (Figure 4A). To confirm the salutary modifying effect of *fabp7a* inhibition on *bag3* cardiomyopathy, we generated a stable *fabp7a* mutant that harbors an 8‐nucleotide deletion (Figure 4B). At the protein level, the expression level of Fabp7a was reduced to 57% in the *fabp7a* ^*e1/+*^ heterozygous mutant and 3% in the *fabp7a* ^*e1/e1*^ homozygous mutant fish compared to that in WT control (Figure 4C). We found that cardiac dysfunction in the *bag3* ^*e2/e2*^ mutant fish at 6 months of age could be partially rescued in the *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double‐mutant fish (Figure 4D). Both sarcomeric damage and mitochondrial swelling phenotypes were largely restored in the *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double‐mutant fish (Figure 4E). At the molecular level, re‐activation of fetal gene programs detected in the *bag3* ^*e2/e2*^ mutant hearts was partially inhibited in the *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double‐mutant hearts (Figure 4F). Collectively, these data confirm *fabp7a* as a modifier gene for *bag3* cardiomyopathy that can be inhibited to exert cardioprotective effects.

**FIGURE 4:**
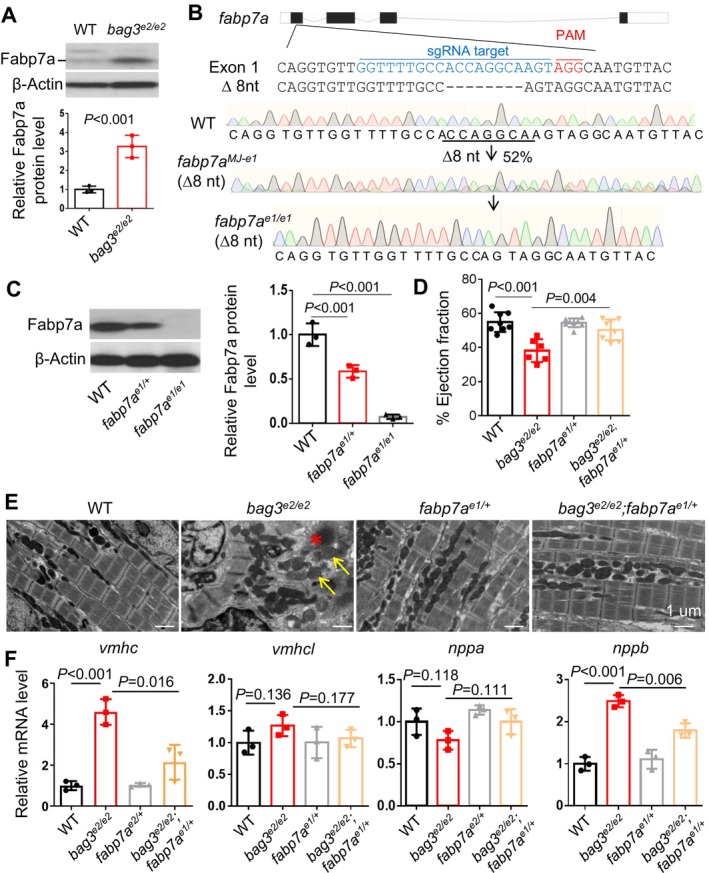
The therapeutic modifying effects of *fabp7a* inhibition were validated in the stable F1 haploinsufficiency mutant. (A) Western blot and quantification analysis of the Fabp7a protein levels in heart lysates of *bag3* ^*e2/e2*^ mutant compared to WT control fish hearts at 6 months. (B) Schematic and chromatographs illustrating the genetic lesion of 8 nucleotides generated by injection of an MMEJ inducing *fabp7a* sgRNA targeting sequences within the first exon. Dashed lines indicate an 8‐nucleotide‐long deletion. (C) Western blot and quantification analysis of the Fabp7a protein levels in the *fabp7a* stable heterozygous (*fabp7a* ^*e1/+*^) and homozygous (*fabp7a* ^*e1/e1*^) mutant fish compared to WT controls. *n* = 3, one‐way ANOVA. (D) Quantification of cardiac function. Ejection fraction (EF) (in %) measured by echocardiography in *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double mutant fish compared to single mutant and WT control fish at 6 months; *n* = 6–8, one‐way ANOVA. (E) Confirmative TEM images of *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double mutant fish hearts compared to *bag3* ^*e2/e2*^ and *fabp7a* ^*e1/+*^ single mutant and WT controls at 6 months. The asterisk indicates Z‐disc aggregation. Arrows point to mitochondrial rounding and swelling. Scale bar: 2 μm. (F) Quantitative RT‐PCR analysis of cardiomyopathy molecular markers in *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double mutant fish compared to single mutant and WT control fish at 6 months. *n* = 3 biological replicates, one‐way ANOVA.

### 2.4 *fabp7a* Inhibition Restored Dysregulated Proteostasis and Decelerated Cardiac Aging Phenotypes in the *bag3* Cardiomyopathy Model

Next, we investigated whether *fabp7*a inhibition could alleviate proteostasis dysregulation and aberrant autophagic flux. We found that the suppressed autophagic flux in the *bag3* cardiomyopathy model was partially restored by the *fabp7a* ^*e1/+*^ haploinsufficiency mutation, as indicated by our Western blot analysis results of LC3 II levels with or without BafA1 treatment (Figure 5A–C). We also found significantly increased expression levels of the chaperone protein Hsp70, but not Hsc70, as well as elevated levels of both total and aggregated ubiquitinated proteins in the *bag3* cardiomyopathy model that were partially rescued by the *fabp7a* ^*e1/+*^ haploinsufficiency mutation (Figure S3). In addition, the increased apoptosis index while reduced proteasome activity in the *bag3* cardiomyopathy model were partially rescued by the *fabp7a* ^*e1/+*^ haploinsufficiency mutation (Figure S4). Given that the *bag3* cardiomyopathy model exhibited accelerated cardiac aging phenotypes, we then asked whether *fabp7*a inhibition affects cardiomyocyte senescence through immunostaining assays. We found that the elevated expression of the cellular senescence marker p16 and DNA damage marker γH2A.X in the *bag3* ^*e2/e2*^ mutant hearts were significantly ameliorated in the *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double‐mutant hearts (Figure 5C–E). In addition, at the transcript level, the elevated expression of the cellular senescence marker *p21* and *SASP genes* including *il‐1b* and *il‐6*, but not *mmp2*, in the *bag3* ^*e2/e2*^ mutant hearts were also partially inhibited in the *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double mutant hearts (Figure 5F–I). Together, these results suggest that *fabp7a* inhibition can repair dysregulated proteostasis and rejuvenate cardiomyocytes in the *bag3* cardiomyopathy model.

**FIGURE 5:**
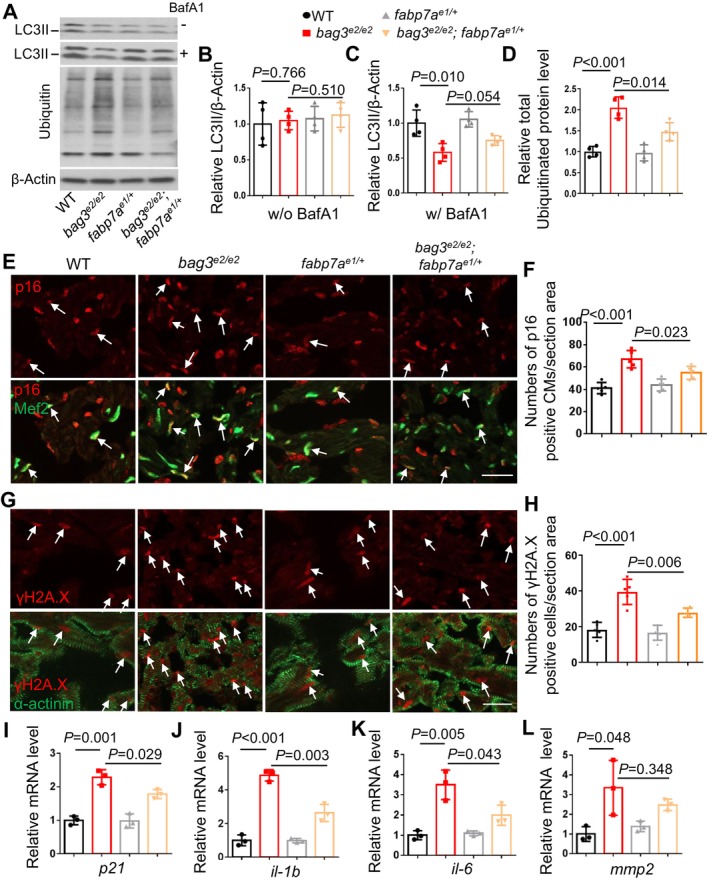
*fabp7a* inhibition is sufficient to restore impaired protein homeostasis and decelerate cardiomyocyte senescence in the *bag3* cardiomyopathy model. (A–D) Western blot (A) and quantification analysis of LC3II with (B) or without (C) BafA1 treatment, and ubiquitinated protein (D) levels in heart lysates of *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double‐mutant, *bag3* ^*e2/e2*^, *fabp7a* ^*e1/+*^ single mutant, or WT control fish hearts at 6 months treated with or without 50 nM BafA1 for 4 h. *n* = 4, one‐way ANOVA. (E, F) Representative images of immunostaining (E) and quantification of the numbers of p16/Mef2 signal (F) in cryosectioned heart tissues co‐stained with anti‐p16 and anti‐Mef2 antibodies. G‐H, Representative images of immunostaining (G) and quantification of the numbers of γH2A.X/α‐actinin signal (H) in cryosectioned heart tissues co‐stained with γH2A.X and anti‐α‐actinin antibodies (G) in *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double‐mutant, *bag3* ^*e2/e2*^, *fabp7a* ^*e1/+*^ single mutant, or WT control fish hearts at 6 months. Arrows point to overlapping signals. Scale bars: 20 μm. *n* = 5, one‐way ANOVA. (I–L) Quantitative RT‐PCR analysis of cellular senescence marker p21 and *SASP* markers in *bag3* ^*e2/e2*^; *fabp7a* ^*e1/+*^ double‐mutant compared to single‐mutant fish and WT control fish hearts at 6 months. *n* = 3 biological replicates, one‐way ANOVA.

### 2.5 Cardiomyocyte‐Specific Overexpression of *fabp7a* Caused Cardiomyopathy Accompanied by Dysregulated Proteostasis and Accelerated Cardiac Aging

To further elucidate the functions of *fabp7a* in cardiomyopathy, we generated a conditional overexpression line named *Tg(β‐actin2:loxP‐mCherry‐loxP‐fabp7a‐cerulean)*, or *Tg(fabp7a‐OE)* for simplicity in adult zebrafish (Figure 6A). After crossing the *Tg(fabp7a‐OE)* fish with the *Tg(cmlc2‐creERT2)* line that drives cardiomyocyte‐specific Cre expression upon 4‐Hydroxytamoxifen (4‐HT) induction (Kikuchi et al. 2010), we observed an obvious fluorescence switch from mCherry to cerulean in the hearts of the *Tg(fabp7a‐OE*); *Tg(cmlc2‐creER)* double transgenic fish at one week post‐4‐HT treatment. The ectopic expression of the Fabp7a‐cerulean fusion protein in the double transgenic fish hearts was confirmed by Western blot analysis (Figure 6B,C). Next, we carried out high‐frequency echocardiography analysis and detected a significantly reduced cardiac function in the *Tg(fabp7a‐OE)*; *Tg(cmlc2‐creER)* double transgenic fish at 3 months post‐4‐HT treatment (Figure 6D). Transmission electron microscopy (TEM) analysis confirmed impaired sarcomere structure and mitochondrial swelling defects (Figure 6E). At the molecular level, aberrant expression of cardiomyopathy markers including *vmhc*, *vmhcl*, and *nppb* were detected, further supporting the cardiomyopathy‐like phenotypes in the *Tg(fabp7a‐OE*); *Tg(cmlc2‐creER)* double transgenic fish (Figure 6F). We next conducted Western blot analysis and detected dysregulated protein homeostasis in the *Tg(fabp7a‐OE)*; *Tg(cmlc2‐creER)* double transgenic fish at three months post‐4‐HT treatment, as indicated by stalled response of LC3II to BafA1 and elevated total ubiquitinated protein level (Figure 7A–C). Additionally, we examined cardiac aging indices and detected elevated staining for p16 and γH2A.X in cardiomyocytes (Figure 7D,E), as well as upregulated mRNA expression of *p21* and *SASP genes* including *il‐1b* and *il‐6* in the *Tg(fabp7a‐OE)*; *Tg(cmlc2‐creER)* double transgenic fish at 3 months post‐4‐HT treatment (Figure 7F). Collectively, these results suggest that cardiomyocyte‐specific overexpression of *fabp7a* caused cardiomyopathy accompanied by dysregulated proteostasis and accelerated cardiac aging phenotypes.

**FIGURE 6:**
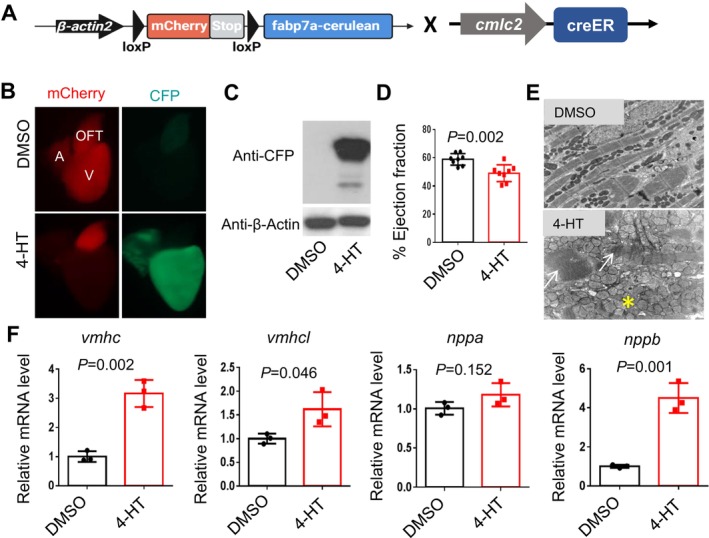
Cardiomyocyte‐specific overexpression of *fabp7a* gene results in cardiac dysfunction. (A) Schematic constructs and design to generate a transgenic line with cardiomyocyte‐specific overexpression of *fabp7a* in zebrafish. (B, C) Cardiomyocyte‐specific overexpression of Fabp7a was indicated by fluorescence switch from mCherry to cerulean fluorescent protein (CFP) (B) and by Western blot analysis (C) at one week post‐4‐Hydroxytamoxifen (4‐HT) induction. (D, E) Cardiomyocyte‐specific overexpression of Fabp7a led to cardiac function decline (D) impaired sarcomere (arrows) and swollen mitochondria (asterisk) (E) at 3 months post‐4‐HT induction. (F) Quantitative RT‐PCR analysis of cardiomyopathy molecular markers in the cardiomyocyte‐specific overexpression of Fabp7a fish at 3 months post‐4‐HT induction. *n* = 3 biological replicates, one‐way ANOVA.

**FIGURE 7:**
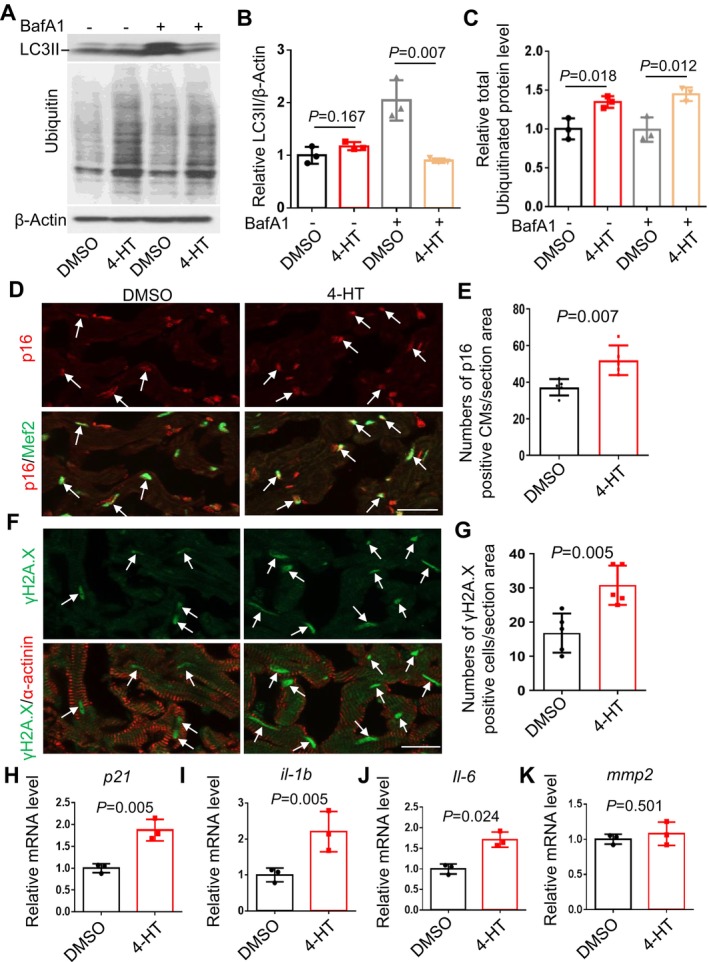
Cardiomyocyte‐specific overexpression of *fabp7a* gene caused impaired protein homeostasis and accelerated cellular senescence. (A–C) Western blot (A) and quantification analysis of the LC3 II (B) and ubiquitinated proteins (B) levels indicated fish heart treated with or without 50 nM BafA1 for 4 h. *n* = 3 biological replicates, one‐way ANOVA. (D, E) Representative images of immunofluorescence using anti‐p16 antibody co‐stained with anti‐Mef2 antibody (D) and quantification of the numbers of anti‐p16/anti‐Mef2 signal (E) in the cardiomyocyte‐specific overexpression of Fabp7a fish at 3 months post‐4‐HT induction. Arrows point to overlapping signals. Scale bars: 20 μm. *n* = 5, one‐way ANOVA. (F, G) Representative images of immunofluorescence using anti‐γH2A.X antibody co‐stained with anti‐α‐actinin antibody (F) and quantification of the numbers of anti‐γH2A.X/anti‐α‐actinin co‐stained cell signal (G) in the cardiomyocyte‐specific overexpression of Fabp7a fish at 3 months post‐4‐HT induction. Scale bars: 20 μm. *n* = 5, one‐way ANOVA. (H–K) Quantitative RT‐PCR analysis of cellular senescence marker *p21* and *SASP* markers including *il‐1b, il‐6*, and *mmp2* in the cardiomyocyte‐specific overexpression of Fabp7a fish at 3 months post‐4‐HT induction. *n* = 3 biological replicates, one‐way ANOVA.

### 2.6 MF6 Treatment Decelerated Cardiac Aging Phenotypes During Normative Aging in the Killifish

To seek direct evidence for functions of Fabp7a in cardiac aging, we utilized the turquoise killifish ( *Nothobranchius furzeri* ), the shortest‐lived vertebrate model organism maintained in captivity (Hu and Brunet 2018), to evaluate the anti‐aging effects of Fabp7a inhibition through pharmacological treatment. We first examined the expression of the Fabp7a protein during normative aging and detected a significant elevation in old fish (Figure 8A). Next, we demonstrated that treatment with FABPs ligand 6 (MF6), a specific inhibitor of Fabp7 (Cheng et al. 2021) via gavage every other day for 4 weeks, significantly restored cardiac function compared to DMSO controls during normative aging (Figure 8B,C). Further assessment of swimming capacity, an indirect measure of cardiac performance, revealed improved physical endurance in MF6‐treated fish as well (Figure 8D). Senescence‐associated (SA) β‐galactosidase activity was significantly reduced following MF6 treatment (Figure 8E,F). At the protein level, while Fabp7a protein expression remains unchanged, the expression levels of γ‐H2A.X, a marker of DNA damage, decreased in the hearts of MF6‐treated killifish (Figure 8G–I). Immunofluorescent staining and quantitative analysis further confirmed a significant reduction in the number of γ‐H2A.X‐positive cells in the hearts of MF6‐treated fish compared to DMSO controls. Additionally, the number of p16‐positive cells, another marker of cellular senescence, was also marginally reduced in the MF6‐treated killifish hearts (Figure 8J–L). At the transcript levels, the expression of cellular senescence markers in turquoise killifish, such as *p21, p27*, and SASP such as *tnf‐α*, *il‐6*, and *il‐8* ^25^ was significantly reduced in MF6‐treated killifish hearts compared to DMSO controls as well (Figure 8M). Collectively, these results suggested that inhibition of Fabp7a through the MF6 treatment significantly mitigated cardiac aging phenotypes during normative aging in the turquoise killifish. Notably, MF6 is also an inhibitor of FABP5, although with an approximately 40‐fold higher Kᴅ (874 vs. 20 nM) than for FABP7 (Cheng et al. 2021). Thus, we cannot exclude the possible off‐target effects of MF6.

**FIGURE 8:**
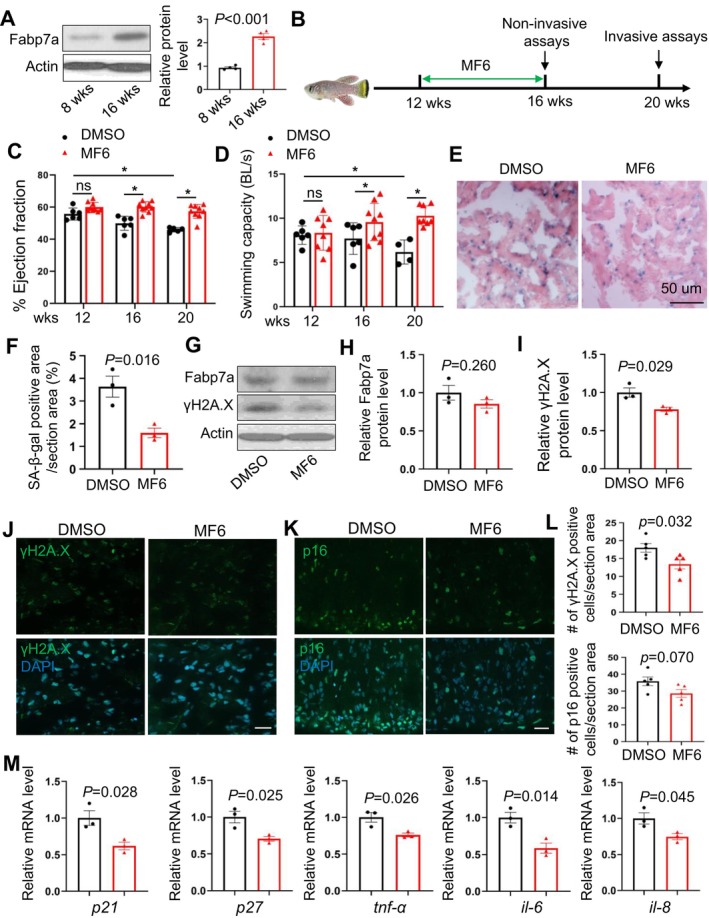
MF6 treatment decelerated cardiac aging indices during normative aging in the turquoise killifish. (A) Representative Western blot and quantification analysis of the Fabp7a protein expression in 8‐week‐old versus 16‐week‐old killifish. *n* = 4, Student *t*‐test. (B) Schematics of the schedules for Fabp7 inhibitor (MF6) treatment from 12‐week‐old to 16‐week‐old killifish. MF6 was delivered once the other day by oral gavage. Non‐invasive assays refer to in vivo phenotyping methods that live fish can tolerate and survive, such as echocardiography and swimming capacity measurement. Invasive assays involve phenotyping methods that require sacrificing the fish to isolate tissues or organs for histological, molecular, and cellular analyses. (C) Ejection fraction (EF, %) quantification in turquoise killifish treated with MF6 (Fabp7a inhibitor, Fabp7‐i) or DMSO control, measured at 12, 16, and 20 weeks of age, showing significantly preserved cardiac function in the MF6‐treated group at 16 and 20 weeks of age. *n* = 5–8, two‐way ANOVA. ns, not significant. *, *p* < 0.05. (D) Swimming capacity assessed as body length per second (BL/s), demonstrating improved physical endurance in MF6‐treated fish at 16 and 20 weeks of age. *n* = 4–8, two‐way ANOVA. ns, not significant. *p < 0.05. (E, F) Representative images (D) and quantification (E) of senescence‐associated β‐galactosidase (SA‐β‐gal) activity staining in the MF6‐treated hearts compared to the DMSO controls at 20 weeks. Scale bar, 50 μm. *n* = 3, Student *t*‐test. (G–I) Representative western blot images (G) and quantification of the Fabp7a (H) and γ‐H2A.X (I) protein levels in the MF6 treated killifish hearts compared to DMSO control. *n* = 3, Student *t*‐test. (J–L) Representative images of γ‐H2A.X (J) and p16 (K) antibody immunofluorescent staining and quantification of γ‐H2A.X‐positive and p16 cell numbers (L) in the MF6‐treated killifish hearts compared to DMSO. Scale bars, 20 μm. *n* = 5, Student *t*‐test. (M) Quantitative RT‐PCR analysis of cellular senescence markers *p21* and *p27* and *SASP* markers including *tnf‐α, il‐6*, and *il‐8* in the MF6 killifish hearts compared to DMSO control. *n* = 3 biological repeats, student *t* test.

## 3 Discussion

### 3.1 Accelerated Cardiac Aging, as Reflected by the Elevated Fabp7a Expression, Is an Important Pathological Event in the *bag3* Cardiomyopathy Model

Prior to this study, it has been well established that dysregulated proteostasis is a primary pathological event in *bag3* cardiomyopathy, significantly contributing to its pathogenesis (Fang et al. 2017; Myers et al. 2018). In this manuscript, we further unveiled that accelerated cardiac senescence also occurs in the *bag3* cardiomyopathy model, as has been reported previously in the anthracycline‐induced cardiomyopathy model (Linders et al. 2024; Seara et al. 2022; Xia et al. 2024). Together, these data prompted future studies to assess whether accelerated cardiac senescence occurs in other types of cardiomyopathies, or if it represents a common pathological feature across cardiomyopathies with diverse etiology. Given that dysregulated proteostasis is one of the 12 hallmarks of normative aging (Lopez‐Otin et al. 2023), it is possible that accelerated cardiac senescence is either correlated with, or even results from dysregulated proteostasis in the heart. More detailed mechanistic studies are warranted to elucidate their relationships between these processes in detail.

Our genetic studies identified upregulated Fabp7a protein expression as an important molecular event in *bag3* cardiomyopathy, which is associated with accelerated cardiac senescence. This finding was further supported by the similarly elevated expression of Fabp7a protein during normative cardiac aging in the turquoise killifish. Phylogenetic analysis indicated that human FABP7 is the closest family member to FABP3, a cardiac‐type FABP, sharing the highest amino acid identity among other FABP members (Smathers and Petersen 2011). Contrary to the previous understanding that FABP7 is primarily a brain‐type FABP which functions in the brain, our data revealed novel cardiac expression and functions of Fabp7a. Transgenic studies demonstrated that cardiomyocyte‐specific overexpression of *fabp7a* is sufficient to drive proteostasis abnormalities and accelerate cardiac senescence. Given that Fabp7 is primarily involved in lipid homeostasis, our data suggest an intrinsic link between lipid metabolism and proteostasis that may play a critical role in the pathogenesis of *bag3* cardiomyopathy. Further experimental studies are necessary to validate this hypothesis and elucidate the underlying mechanisms.

### 3.2 The mTOR‐TFEB‐Fabp7 Signaling Axis Can Be Harnessed for Therapeutic Benefits in *bag3* Cardiomyopathy

We had previously shown that inhibiting mTOR signaling through the *mtor* ^*xu015/+*^ haploinsufficiency mutant exerted cardioprotective effects on *bag3* cardiomyopathy (Ding et al. 2019). In this study, we further reported that cardiomyocyte‐specific overexpression of the zebrafish *tfeb* ortholog, a direct downstream target of the mTOR signaling pathway (Napolitano et al. 2018), ameliorated dilated cardiac structure remodeling, restored the decline in cardiac function and prolonged survival in the *bag3* cardiomyopathy model. These results thus suggest that activation of *tfeb* might confer the cardioprotective effect of mTOR inhibition on *bag3* cardiomyopathy. Consistent with its well‐recognized role in proteostasis (Lu et al. 2021), activation of *tfeb* reduced the accumulation of ubiquitinated protein aggregation in the *bag3* cardiomyopathy hearts and attenuated cellular senescence.

Downstream of the mTOR‐Tfeb axis, *fabp7a* emerged as a candidate therapeutic target gene for *bag3* cardiomyopathy. While expression of *fabp7a* mRNA was downregulated in the hearts of the *mtor* ^*xu015/+*^ haploinsufficiency mutants and *Tg(cmlc2:tfeb)* transgenes, it was aberrantly elevated in the *bag3* cardiomyopathy model. Notably, haploinsufficiency mutation in *fabp7a* largely rescued the cardiomyopathy phenotypes and inhibited accelerated cardiac aging indices in the *bag3* cardiomyopathy model. Conversely, cardiomyocyte‐specific overexpression of *fabp7a* resulted in elevated expression of cellular senescence markers and caused cardiomyopathy. Similar to that in the *bag3* cardiomyopathy model, the expression of Fabp7 protein level was also increased during normative cardiac aging in the killifish. Pharmacological treatment with a Fabp7 specific compound inhibitor decelerated cardiac aging indices in the killifish. Collectively, these genetic and pharmacological studies suggest an mTOR‐Tfeb‐Fabp7a signaling axis involved in cardiac aging which can be harnessed to exert therapeutic benefits in *bag3* cardiomyopathy. To achieve therapeutic benefits, *mtor* and *fabp7a* should be inhibited, while *tfeb* should be activated in the cardiomyocytes. Future studies are warranted to elucidate the mechanisms by which Tfeb negatively regulates Fabp7a expression. Given prior report that TFEB binds to the promoter regions of other human FABP family members, including FABP3, FABP4, and FABP9, to directly regulate their transcriptional expression (Smathers and Petersen 2011), it is reasonable to hypothesize that Tfeb might directly bind to the promoter of Fabp7a to control its transcriptional activity.

### 3.3 Experimentally Testing DEGs Using an F0‐Based Genetic Assay Is an Effective Strategy for Discovering Genetic Modifiers of Cardiomyopathies

The identification of *fabp7a* as a therapeutic modifier gene downstream of the mTOR‐Tfeb signaling axis underscored the power of zebrafish genetics, highlighting an F0‐based genetic assay as a rapid strategy for discovering novel genetic modifiers of an inherited cardiomyopathy. As demonstrated in our recent finding (Ding et al. 2023), it is feasible to achieve high gene knockout efficiency by injecting a single guide RNA designed based on a microhomology‐mediated end joining (MMEJ) sequence. Knockout scores ranging from 76% to 90% for each of the individual candidate genes were achieved in this study. These relatively high knockout scores enable us to test the modifying effects of loss‐of‐function mutations in candidate genes on *bag3* cardiomyopathy within the F0 generation, bypassing the need for lengthy multi‐generational genetic crosses that are typically required for assessing the effects of candidate modifying genes in a disease context. In the era of genomics, where a vast number of candidate genes are often identified through sequencing or transcriptome analysis, this F0‐based genetic screening approach provides a rapid method to identify genetic modifiers. This efficient strategy, proven to be effective here in *bag3* cardiomyopathy, is anticipated to be extendable to other types of cardiomyopathies or any human diseases that can be modeled in zebrafish.

## 4 Methods

### 4.1 Sex as a Biological Variable

Our study examined male and female animals, and similar findings are reported for both sexes.

### 4.2 Animals

Zebrafish *(Danio rerio)* and turquoise killifish *(Nothobranchius furzeri)* were maintained under a 14‐h light–10‐h dark cycle at 28.5°C and handled with care. The animal study protocols were approved by the Mayo Clinic Institutional Animal Care and Use Committee (A3531 for zebrafish, A00003390‐18‐R23 for turquoise killifish). All animal study procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85‐23, revised 1996).

### 4.3 Measurement of the Ventricular Surface Area to Body Weight Ratio

The ventricular surface area (VSA) to body weight (BW) ratio was measured according to a previously published method (Ding et al. 2011). To measure the VSA, the ventricles of individual zebrafish were dissected and imaged next to a millimeter ruler under a Leica MZ FLI III microscope. The largest projection of a ventricle was outlined using ImageJ software. To measure body weight, the fish were anesthetized in 0.16 mg/mL tricaine solution, semi‐dried on a paper towel, and weighed on a scale. The VSA/BW index was then calculated by the largest projection area of the ventricle (in mm^2^) divided by the body weight (in gram) (Zhang et al. 2018).

### 4.4 In Vivo Echocardiography for Adult Zebrafish Hearts

The Vevo 3100 high‐frequency imaging system equipped with a 50 MHz (MX700) linear array transducer (FUJIFILM VisualSonics Inc) was used to measure cardiac function indices in adult zebrafish according to a reported protocol (Zhang et al. 2018). Briefly, acoustic gel (Aquasonic 100, Parker Laboratories Inc) was applied to the surface of the transducer to ensure adequate coupling with the tissue interface. Adult zebrafish at appropriate ages were anesthetized in 0.16 mg/mL tricaine for 3 min and placed ventral side up into a sponge. The MX700 transducer was placed above the zebrafish to provide a sagittal imaging plane of the heart. B‐mode images were acquired with an imaging field view of 9.00 mm in the axial direction and 5.73 mm in the lateral direction, a frame rate of 123 Hz, with medium persistence and a transmit focus at the center of the heart. Image quantification was performed using the VevoLAB workstation. For each index on individual fish, measurements were conducted on 3 independent cardiac cycles to obtain average values.

### 4.5 Transmission Electron Microscopy

For the TEM study, adult zebrafish hearts were dissected and immediately fixed in Trump's solution (4% paraformaldehyde and 1% glutaraldehyde in 0.1 M phosphate buffer [pH, 7.2]) at room temperature (RT) for 1 h, followed by overnight incubation at 4°C. The fixed samples were subsequently processed and imaged at the Mayo Clinic Electron Microscopy Core Facility using a Philips CM10 transmission electron microscope.

### 4.6 SA‐β‐Gal Staining

Senescence‐associated beta‐galactosidase (SA‐β‐gal) staining was performed using the Senescence β‐Galactosidase Staining Kit (Cell Signaling Technology, catalog #: 9860) according to the manufacturer's instructions, with modifications. Briefly, zebrafish and killifish hearts were dissected and immediately fixed overnight at 4°C in 4% paraformaldehyde (PFA) buffered with PBS. The fixed hearts were embedded in a tissue freezing medium and sectioned at 8 μm using a cryostat (Leica CM3050 S). The heart sections were further fixed in the provided fixation solution and stained in the X‐gal staining solution from the kit for 5–12 h at 37°C. X‐gal‐stained sections were imaged using a Zeiss Axioplan 2 microscope (Carl Zeiss). The SA‐β‐gal activity was quantified with Metamorph software.

### 4.7 Quantitative Real‐Time PCR

Total RNA was extracted from an individual adult zebrafish or turquoise killifish ventricle using Trizol reagent (ThermoFisher Scientific) following the manufacturer's instructions. Approximately 100 ng total RNA was used for reverse transcription (RT) and cDNA synthesis using Superscript III First‐Strand Synthesis System (ThermoFisher Scientific). Real‐time quantitative PCR was performed in 96‐well optical plates (ThermoFisher Scientific) using an Applied Biosystem VAii 7 System (ThermoFisher Scientific). Gene expression levels were normalized using the expression levels of glyceraldehyde 3‐phosphate dehydrogenase (*gapdh*) *actin, beta 2 (actb2*) or *18s* by −ΔΔCt (cycle threshold) values.

Primer information for qRT‐PCR in zebrafish is listed as follows:

nppa‐F: 5′‐GATGTACAAGCGCACACGTT‐3′

nppa‐R: 5′‐TCTGATGCCTCTTCTGTTGC‐3′

nppb‐F: 5′‐CATGGGTGTTTTAAAGTTTCTCC‐3′

nppb‐R, 5′‐CTTCAATATTTGCCGCCTTTAC‐3′

vmhc‐F, 5′‐TCAGATGGCAGAGTTTGGAG5‐3′

vmhc‐R, 5′‐GCTTCCTTTACAGTTACAGTCTTTC5‐3′

vmhcl‐F: 5′‐GCGATGCTGAAATGTCTGTT‐3′

vmhcl‐R, 5′‐CAGTCACAGTCTTGCCTCCT‐3′

p21‐F, 5′‐AGGAA AAG CAGCAG AAACG‐3′

p21‐R, 5′‐TGTTG GTCTGT TTG CGCTT‐3′

il‐1b‐F, 5′‐CTGGAGATGTGGACTTCGCA‐3′

il‐1b‐R, 5′‐TCACGCTCTTGGATGACGTT‐3′

il‐6‐F, 5′‐CAGAGACGAGCAGTTTGAGAGA‐3′

il‐6‐R, 5′‐TCAGGACGCTGTAGATTCGC5‐3′

mmp2‐*F*, 5′‐AGCTTTGACGATGACCGCAAATGG‐3′

mmp2*‐R*, 5′‐GCCAATGGCTTGTCTGTTGGTTCT‐3′

β‐actin‐F, 5′‐TTCACCACCACAGCCGAAAGA‐3′

β‐actin‐R, 5′‐TACCGCAA GATTCCATACCCA‐3′.

Primer information for qRT‐PCR in turquoise killifish is listed as follows:

Kp21‐F, 5′‐CGAGCCCTCAGTACTCTAA‐3′

Kp21‐R, 5′‐GAGGTTTGTCGGAGAAGAAG‐3′

Kp27‐F, 5′‐GCTCCTCAATCGCCATATT‐3′

Kp27‐R, 5′‐CATACGTCGAAGTGGAAGAC‐3′

Ktnf‐α‐F, 5′‐CAGGCTCACAAGAGGTTATT‐3′

Ktnf‐α‐R, 5′‐CCAGAGGTCAATCTGTCTTATC‐3′

Kil6‐F, 5′‐GGAGGAATTTCAAGGGAACATA‐3′

Kil6‐R, 5′‐CCTCAGGAGAACCATGTAGA‐3′

Kil8‐F, 5′‐ACAAATCCTGACCACAAGTAG‐3′

Kil8‐R, 5′‐ATCGTATTCACCATCATGTCTC‐3′

K18s‐F, 5′‐CCGACATTGACCTCAACAA‐3′

K18s‐R, 5′‐TGGCTGTATTTGCCATCC‐3′

### 4.8 Antibody Immunostaining

Heart samples dissected from adult zebrafish were embedded in a tissue freezing medium and sectioned at 8 μm using a cryostat (Leica CM3050 S). Sections were air dried for 30 min (mins) at room temperature and fixed with 4% PBS‐buffered paraformaldehyde (PFA) for 7 min, permeabilized with 0.1% Triton X‐100 in PBD (1X PBS, 1% BSA, 1% DMSO) for 45 min, blocked with 2% sheep serum/PBD for 25 min, and incubated with primary antibodies overnight at 4°C. Primary antibody‐stained sections were then washed in PBD three times and incubated with secondary antibodies (Alexa Fluor anti‐Rabbit 488, ThermoFisher Scientific, catalog #A11008; Alexa Fluor anti‐Mouse 568, ThermoFisher Scientific, catalog #A11001) at RT for 1 h, washed with PBD three times, and transferred to a slide with a mounting medium containing DAPI (Vector, H‐1200). Stained sections were imaged with a Zeiss Axioplan 2 microscope equipped with ApoTome and AxioVision software (Carl Zeiss). The following primary antibodies were used: anti‐MEF2(A + C) (1:300, Abcam, catalog #197070), anti‐p16 (1:100, Santa Cruz, catalog #sc‐1661), anti‐γH2A.X (phosphor Ser139) (1:200, GeneTex, catalog #GTX127342), anti‐α‐actinin (1:300, Sigma, catalog #A7811), anti‐Fabp7 (1:100, GeneTex, catalog #GTX121467).

### 4.9 Western Blotting

Either pooled zebrafish embryos at 3 days post‐fertilization or individually dissected adult zebrafish heart ventricles were transferred to the RIPA lysis buffer (Sigma‐Aldrich) supplemented with the complete protease inhibitor cocktail (MilliporeSigma) and homogenized using a Bullet Blender tissue homogenizer (Next Advance Inc). For analysis of aggregated ubiquitinated protein levels, insoluble protein aggregate fractions were prepared as previously described, with modification (Zhu et al. 2017). Briefly, individual adult fish hearts were homogenized in 20 μL lysis buffer (100 mM HEPES, 1% Triton X100, 300 mM NaCl) supplemented with 1 mM phenylmethylsulphonyl fluoride and 1 × complete protease inhibitor cocktail (MilliporeSigma), pre‐cleared at 2000 g for 2 min, and then centrifuged at 12,000*g* for 10 min to separate extracts into soluble and insoluble fractions. The isolated insoluble fraction was further lysed by adding an additional 0.5% SDS. The resultant protein lysates were subjected to western blotting using a standard protocol. The following primary antibodies were used: anti‐γH2A.X (phosphor Ser139) (1:1000, GeneTex, catalog #GTX127342), anti‐LC3 (1:2000, Cell Signaling Technology, catalog #12741), anti‐β‐actin (1:8000, Santa Cruz Biotechnology Inc., catalog #sc‐1615), anti‐Ubiquitin (1:1000, ThermoFisher Scientific, catalog #PA5‐17067; or 1:1000, Cell Signaling Technology, catalog #3936, or 1:11000, Santa Cruz Biotechnology Inc., catalog #sc‐8017), anti‐Fabp7 (1:1000, GeneTex, catalog #GTX121467), anti‐Gapdh (1:4000, Santa Cruz Biotechnology Inc., catalog #sc), anti‐HSP70 (1:1000, Santa Cruz Biotechnology Inc., catalog #sc‐66049), and anti‐HSC70 (1:1000, Santa Cruz Biotechnology Inc., catalog #sc‐7298).

### 4.10 RNA‐Seq Analysis

RNA‐seq data acquisition and analysis were performed according to a previously published protocol (Ding et al. 2019; Zhang et al. 2018). Briefly, total RNA was extracted from dissected ventricular tissue of 6‐month‐old *mtor* ^*xu015/+*^ mutant, *Tg(cmlc2:tfeb)* transgenic fish and corresponding WT siblings. Five ventricles were pooled as one sample and three biological replicates for each genotype were sequenced using the HiSeq 2000 platform (Illumina) with a 50‐bp paired‐end sequencing protocol in the Mayo Clinic DNA Sequencing Core Facility. Raw RNA‐seq reads for each sample were originally aligned with TopHat (Version 2.1.1) to the zebrafish genome assembly (Zv9) using the Ensembl annotation Zv9 (Danio_rerio.Zv9.79.gtf) and later with the updated genome assembly GRCz11 (Genome assembly GRCz11). Gene expression was quantified using Cufflinks (Version 2.2.1). Differential gene expression across different groups was determined based on fold change and a false discovery rate of less than 0.05 according to the Cuffdiff script from Cufflinks. Unsupervised hierarchical clustering was performed using Pearson correlation and scaled based on the fragments per kilobase of transcript per million mapped reads value with the pheatmap R package (https://github.com/raivokolde/pheatmap). Both the primary RNA‐seq raw and processed datasets have been deposited in GEO under the accession number GSE269725.

### 4.11 MMEJ‐Based Single Guide RNA Design and F0 Based Genetic Testing

MMEJ‐based single guide RNA design and F0 injection were performed according to a recently published protocol (Ding et al. 2023). Briefly, targeted exon sequences of genes were uploaded to an online algorithm, MENTHU (http://genesculpt.org/menthu/). Target guide RNA sequences with high scores were selected from predicted MMEJ loci. Single guide RNAs (sgRNAs) with appropriate chemical modifications were synthesized and obtained from Synthego (Synthego Corporation). sgRNAs were dissolved in nuclease‐free duplex buffer (Integrated DNA Technologies, 11‐01‐03‐01) and diluted to 5 μM as working concentrations. The sgRNA‐Cas9 protein (sgRNP) complex was then assembled and injected into one‐cell staged zebrafish embryos to obtain MMEJ‐injected F0 embryos. Individual MMEJ sgRNP‐injected embryos were harvested and subjected to knockdown efficiency measurement and calculation. Sequences were obtained via Sanger sequencing at Genewiz (https://clims4.genewiz.com/CustomerHome/Index), and the knockdown scores were obtained using the R code‐based open access software Inference of CRISPR Edits (ICE) v2 CRISPR Analysis Tool (https://www.synthego.com/products/bioinformatics/crispr‐analysis) (Brinkman and van Steensel 2019). Primer information for assessing knockdown efficiency is listed as follows: bscl2‐MJ‐F1, 5′‐TGAACAGAAATGGAGCGTG‐3′, bscl2‐MJ‐R1, AATCAAGAATGGTCACCTGATG‐3′; fabp7a‐MJ‐F1, 5′‐GCATGTGTAAGGTGCAGTAG‐3′, fabp7a‐MJ‐R1, 5′‐GTGGTTTCATCAAACTCCTCTC‐3′; cidec‐MJ‐F1, 5′‐ATGTGCGTTGTGTGTCAC‐3′, cidec‐MJ‐R1, 5′‐TGTTTGCCGGGTTCTTTC‐3′; edn1‐MJ‐F1, AGCTGTCATTGCATGACTTG‐3′, edn1‐MJ‐R1, 5′‐CACTGTCTCTGTGGTTTGTC‐3′.

### 4.12 Generation of Cardiomyocyte‐Specific Overexpression of *fabp7a* Transgenic Line

The *Tg(βactin2:loxP‐mCherry‐stop‐loxP‐fabp7a‐cerulean)* transgenic line was generated using the Tol2/Gateway system according to a previously published approach (Wang et al. 2021). The zebrafish full length *fabp7a* cDNA was RT‐PCR amplified using a forward primer 5′‐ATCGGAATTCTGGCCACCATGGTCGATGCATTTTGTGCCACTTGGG‐3′ and a reverse primer 5′‐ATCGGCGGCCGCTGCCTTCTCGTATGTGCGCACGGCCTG‐3′ introduced with EcoRI and NotI cut sites. The resultant PCR fragment was digested with EcoRI and NotI and inserted into the pENTRI1‐loxP‐mCherry‐stop‐loxP vector to generate pENTRI‐loxP‐mCherry‐stop‐loxP‐fabp7a, which was then recombined with p5E‐βactin2, p3E‐cerulean‐polyA, and pDestTol2pA to obtain the final construct: Tg(βactin2: loxP‐mCherry‐stop‐loxP‐fabp7a‐cerulean) using Gateway LR Clonase II Plus Enzyme (ThermoFisher). Founder zebrafish (F0) were identified based on positive mCherry fluorescence and genotyping PCR. F1 stable transgenic fish were obtained by outcrossing. The resultant *Tg(βactin2: loxP‐mCherry‐stop‐loxP‐fabp7a‐cerulean)* fish were then further outcrossed with the *Tg(cmlc2:creERT2)* fish to generate double transgenic fish, which were then incubated with 1 μM 4‐HT in system water for 24 h to induce loxP‐Cre recombination.

### 4.13 Proteasome Activity Assay

Hearts were dissected from designated fish at 6 months of age, and each individual heart was collected in a 1.5 mL Eppendorf tube. Samples were homogenized with a Bullet Blender tissue homogenizer (Next Advance Inc) in 20 μL of Tris buffer (50 mM Tris, pH 7.5, 1 mM EDTA). The resulting tissue lysates were centrifuged at 17,000*g* for 10 min at 4°C, and the supernatant was transferred to a new Eppendorf tube for protein quantification and proteasome activity assay, following the manufacturer's instructions (UBPBio, Proteasome Activity Fluorometric Assay Kit, catalog # J4110). Briefly, 1 μg of total protein was diluted in 50 μL of 1× Proteasome Assay Buffer and mixed with 50 μL of substrate containing 50 μM of Suc‐LLVY‐AMC in a 96‐well plate. The mixture was then incubated at 37°C for 10 min, and dynamic fluorescence was measured using a microplate reader (FLUOstar Omega from BMG LABTECH) at excitation/emission wavelengths of 355/460 nM once every hour for 3 h.

### 4.14 Statistics

The unpaired two‐tailed Student's *t*‐test was used to compare two groups. One‐way analysis of variance (ANOVA) was used to assess differences among three or more groups. For the animal survival rate comparison, the log‐rank test was used to determine the difference. For all dot plots, each value represents the mean ± standard error (SE). All statistical analyses were performed with GraphPad Prism 7. For the post hoc analysis, Tukey's test was employed to confirm the findings.

## Author Contributions

**Yonghe Ding**, **Xueying Lin**, and **Xiaolei Xu:** conceptualization. **Yonghe Ding**, **Xueling Ma**, **Feixiang Yan:** methodology. **Yonghe Ding**, **Xueling Ma**, **Feixiang Yan**, and **Yuji Zhang:** software. **Yonghe Ding** and **Xiaolei Xu:** validation. **Yonghe Ding**, **Xueling Ma**, **Feixiang Yan**, **Yuji Zhang**, and **Xiaolei Xu:** formal analysis. **Yonghe Ding** and **Xiaolei Xu:** investigation. **Yonghe Ding**, **Xueling Ma**, **Feixiang Yan**, **Baul Yoon**, and **Wei Wei** **:** writing – original draft. **Yonghe Ding** and **Xiaolei Xu:** writing – review and editing. **Yonghe Ding**, **Baul Yoon**, and **Xiaolei Xu:** data curation. **Xueying Lin** and **Xiaolei Xu:** supervision. **Xiaolei Xu:** project administration. **Xiaolei Xu:** funding acquisition.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** acel70216‐sup‐0001‐DataS1.pptx.

## Data Availability

All the data that support the findings of this study are available upon reasonable request.

# Supplementary material for: An mTOR‐Tfeb‐Fabp7a Axis Ameliorates bag3 Cardiomyopathy via Decelerating Cardiac Aging
**Source:** Aging Cell. 2025 Sep 8;24(11):e70216. doi: 10.1111/acel.70216
**Supplement:** Supplementary file 1 — Data S1: acel70216‐sup‐0001‐DataS1.pptx.

## Slide 1
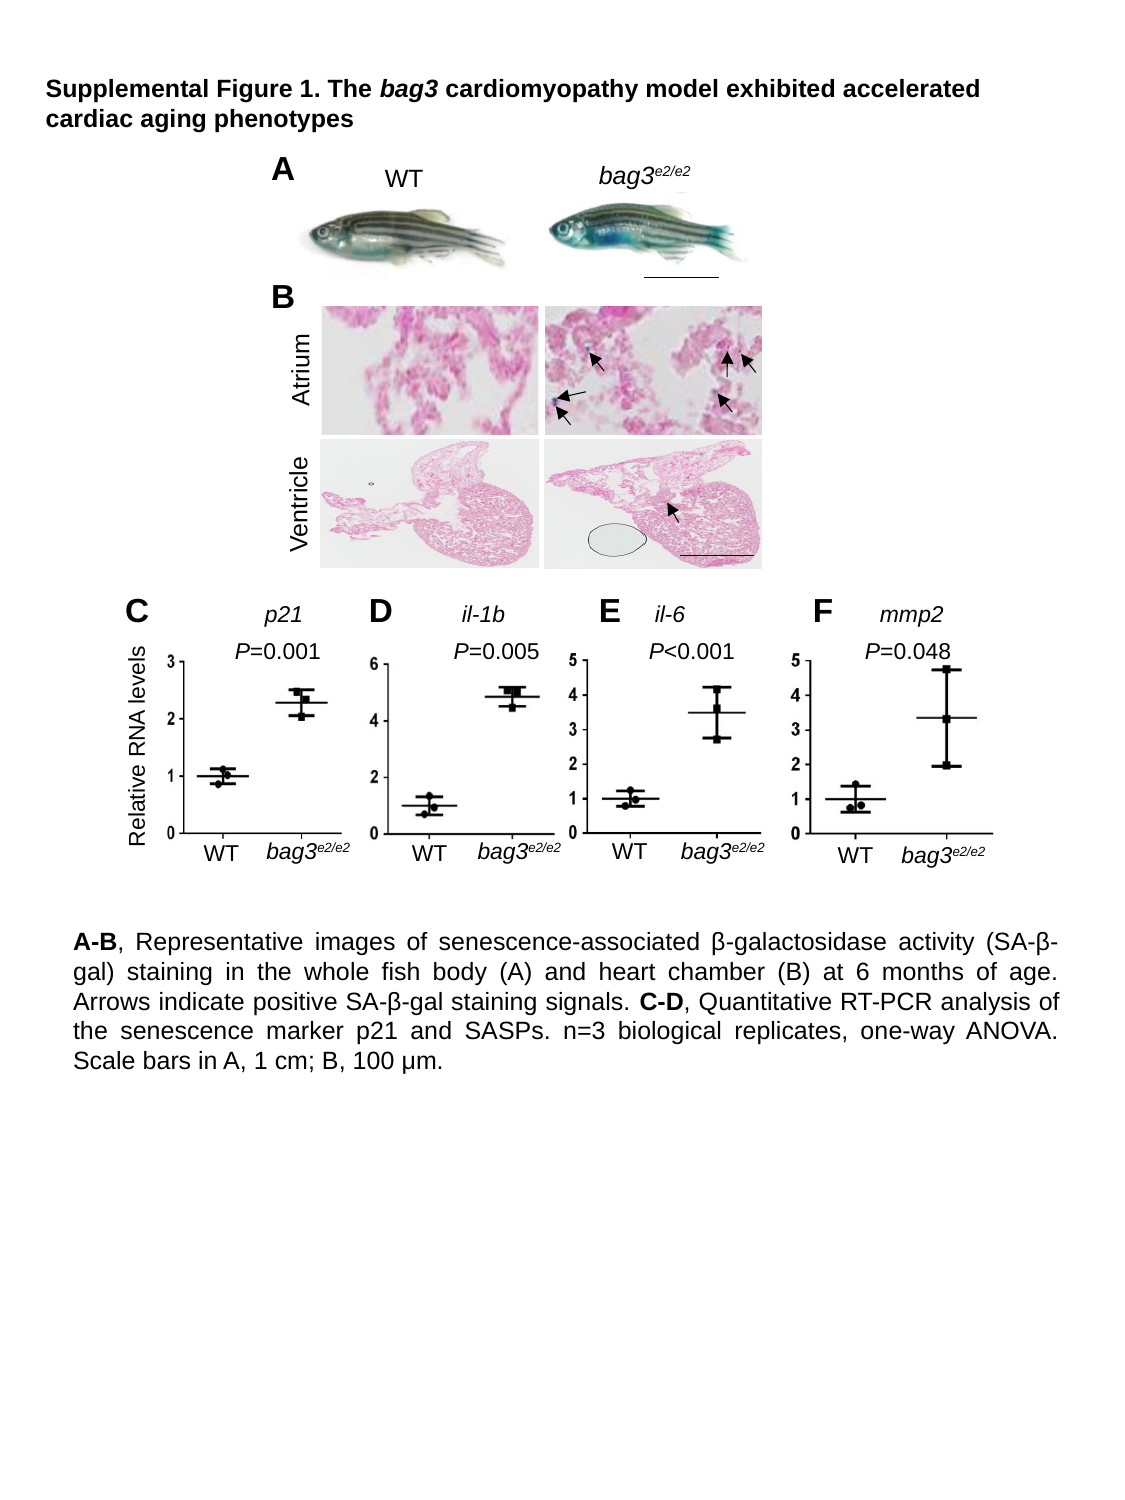

Supplemental Figure 1. The bag3 cardiomyopathy model exhibited accelerated cardiac aging phenotypes
A
bag3e2/e2
WT
B
Atrium
Ventricle
C
D
E
F
p21
il-1b
il-6
mmp2
P=0.001
P=0.005
P<0.001
P=0.048
Relative RNA levels
bag3e2/e2
bag3e2/e2
WT
bag3e2/e2
WT
WT
WT
bag3e2/e2
A-B, Representative images of senescence-associated β-galactosidase activity (SA-β-gal) staining in the whole fish body (A) and heart chamber (B) at 6 months of age. Arrows indicate positive SA-β-gal staining signals. C-D, Quantitative RT-PCR analysis of the senescence marker p21 and SASPs. n=3 biological replicates, one-way ANOVA. Scale bars in A, 1 cm; B, 100 μm.

## Slide 2
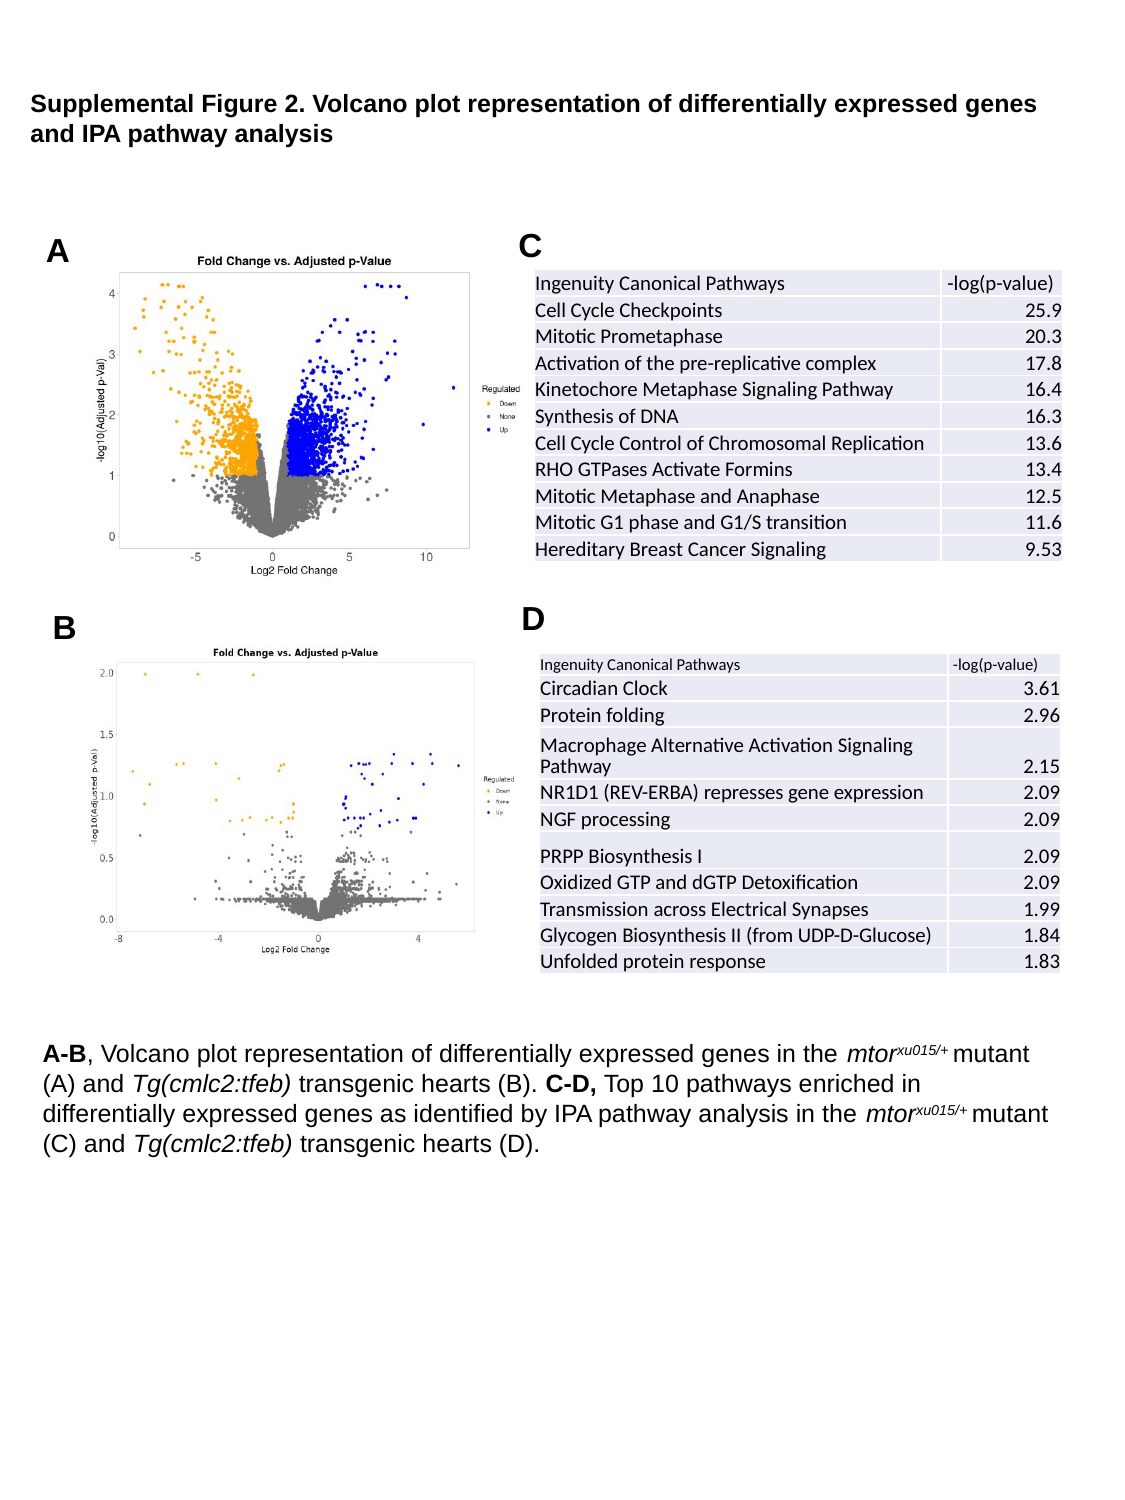

Supplemental Figure 2. Volcano plot representation of differentially expressed genes and IPA pathway analysis
C
A
| Ingenuity Canonical Pathways | -log(p-value) |
| --- | --- |
| Cell Cycle Checkpoints | 25.9 |
| Mitotic Prometaphase | 20.3 |
| Activation of the pre-replicative complex | 17.8 |
| Kinetochore Metaphase Signaling Pathway | 16.4 |
| Synthesis of DNA | 16.3 |
| Cell Cycle Control of Chromosomal Replication | 13.6 |
| RHO GTPases Activate Formins | 13.4 |
| Mitotic Metaphase and Anaphase | 12.5 |
| Mitotic G1 phase and G1/S transition | 11.6 |
| Hereditary Breast Cancer Signaling | 9.53 |
D
B
| Ingenuity Canonical Pathways | -log(p-value) |
| --- | --- |
| Circadian Clock | 3.61 |
| Protein folding | 2.96 |
| Macrophage Alternative Activation Signaling Pathway | 2.15 |
| NR1D1 (REV-ERBA) represses gene expression | 2.09 |
| NGF processing | 2.09 |
| PRPP Biosynthesis I | 2.09 |
| Oxidized GTP and dGTP Detoxification | 2.09 |
| Transmission across Electrical Synapses | 1.99 |
| Glycogen Biosynthesis II (from UDP-D-Glucose) | 1.84 |
| Unfolded protein response | 1.83 |
A-B, Volcano plot representation of differentially expressed genes in the mtorxu015/+ mutant (A) and Tg(cmlc2:tfeb) transgenic hearts (B). C-D, Top 10 pathways enriched in differentially expressed genes as identified by IPA pathway analysis in the mtorxu015/+ mutant (C) and Tg(cmlc2:tfeb) transgenic hearts (D).

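A volcano plot places each gene by its log2 fold change and the negative logarithm of its p-value, so that genes with a large and well-supported change lie high on either side. Pathway analysis of this kind asks whether the DEGs hold more genes of a pathway than a random draw from the tested genes would. With the gene lists written for this purpose, a one-sided Fisher's exact test over the 21216 tested genes gave an odds ratio of 6.56 for cell cycle checkpoint genes among the DEGs of *Tg(cmlc2:tfeb)* versus WT, where 42 of 79 were DEGs and 11.8 were expected (adjusted p = 1.5e-14, Benjamini-Hochberg over 14 tests). The odds ratio was 7.94 for mitotic prometaphase (48 of 83, 12.4 expected, adjusted p = 2.8e-18 by the same exact test) and 11.5 for the pre-replicative complex (24 of 36, 5.36 expected, adjusted p = 1.2e-11). This test counts genes as independent, although genes of a list can change together, so its p-values are too small if they do. Camera with the correlation between genes estimated gave adjusted p-values of 0.0802, 0.0978 and 0.0802 for these lists. Circadian clock, protein folding and macrophage lists held 4, 6 and 7 of these DEGs, with odds ratios of 0.53, 0.44 and 0.87. With the 5 DEGs of the libraries labelled *mtor* xu015/+, whose *mtor* count was not lower, no list held a DEG, and this test cannot place a pathway. At a threshold of an adjusted p-value of 0.1 (edgeR quasi-likelihood test) and a 2-fold change there were 9 such genes in those libraries.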

## Slide 3
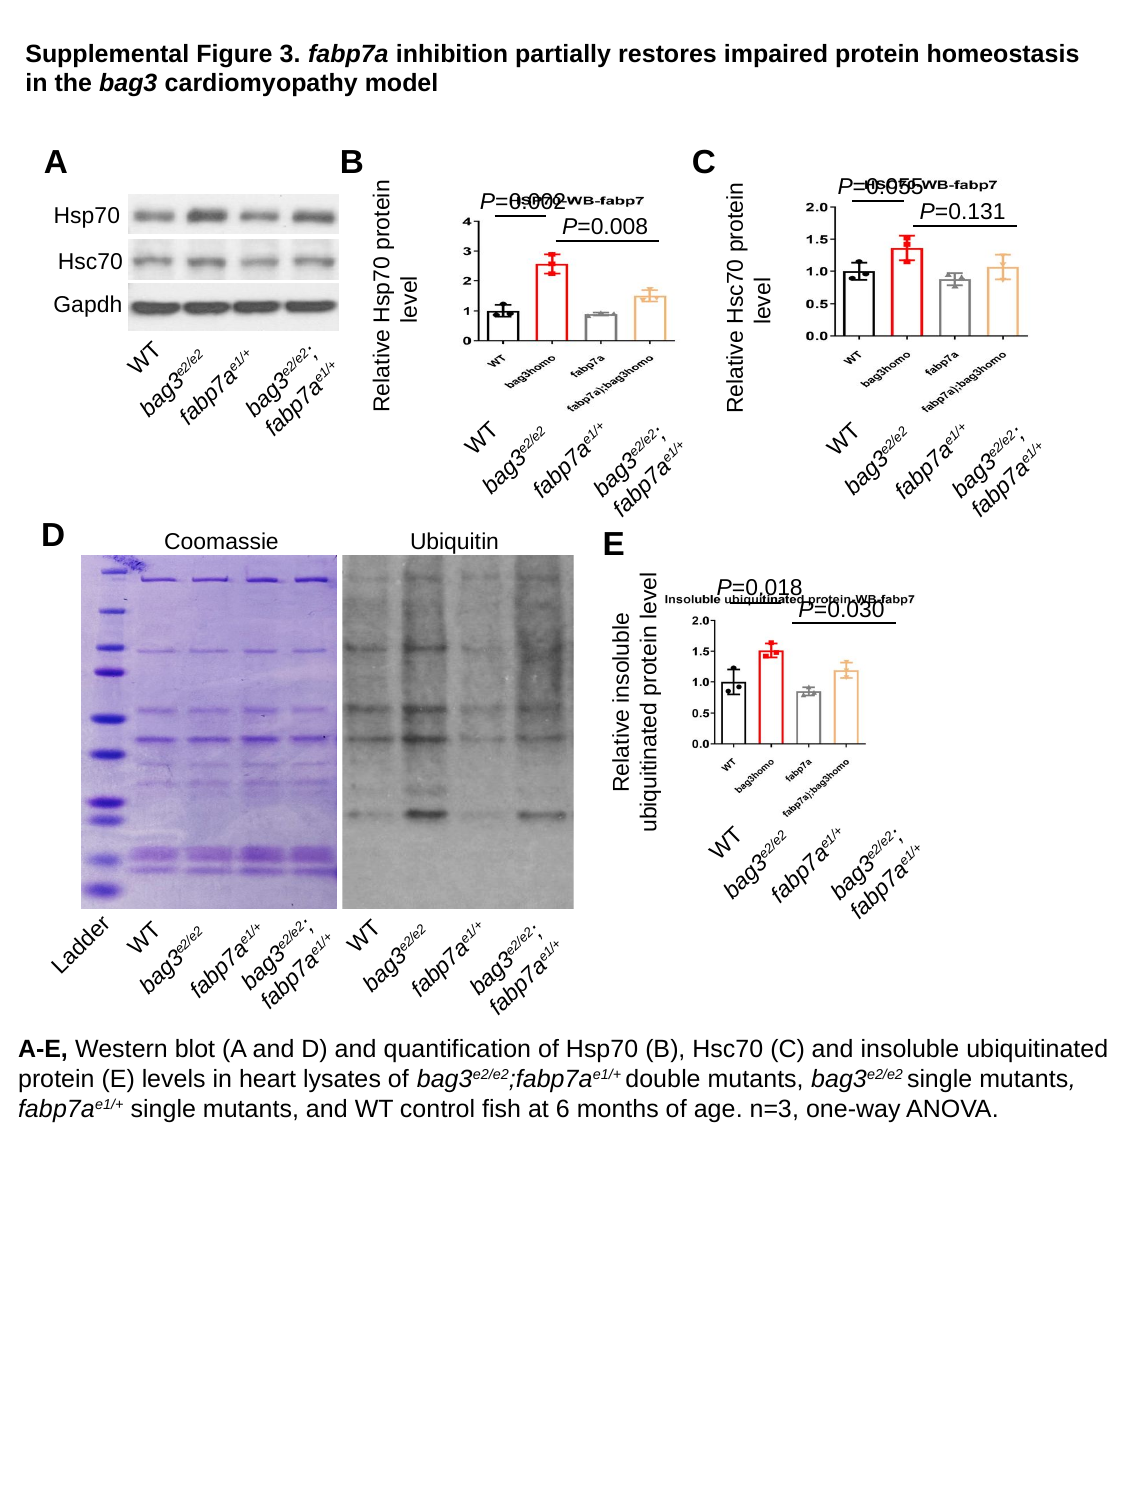

Supplemental Figure 3. fabp7a inhibition partially restores impaired protein homeostasis in the bag3 cardiomyopathy model
A
B
C
P=0.055
P=0.002
P=0.131
Hsp70
P=0.008
Hsc70
Relative Hsp70 protein level
Relative Hsc70 protein level
Gapdh
WT
bag3e2/e2;
fabp7ae1/+
bag3e2/e2
 fabp7ae1/+
WT
WT
bag3e2/e2;
fabp7ae1/+
bag3e2/e2;
fabp7ae1/+
bag3e2/e2
 fabp7ae1/+
bag3e2/e2
 fabp7ae1/+
D
E
Coomassie
Ubiquitin
P=0.018
P=0.030
Relative insoluble ubiquitinated protein level
WT
bag3e2/e2;
fabp7ae1/+
bag3e2/e2
 fabp7ae1/+
WT
WT
bag3e2/e2;
fabp7ae1/+
Ladder
bag3e2/e2;
fabp7ae1/+
bag3e2/e2
bag3e2/e2
 fabp7ae1/+
 fabp7ae1/+
A-E, Western blot (A and D) and quantification of Hsp70 (B), Hsc70 (C) and insoluble ubiquitinated protein (E) levels in heart lysates of bag3e2/e2;fabp7ae1/+ double mutants, bag3e2/e2 single mutants, fabp7ae1/+ single mutants, and WT control fish at 6 months of age. n=3, one-way ANOVA.

## Slide 4
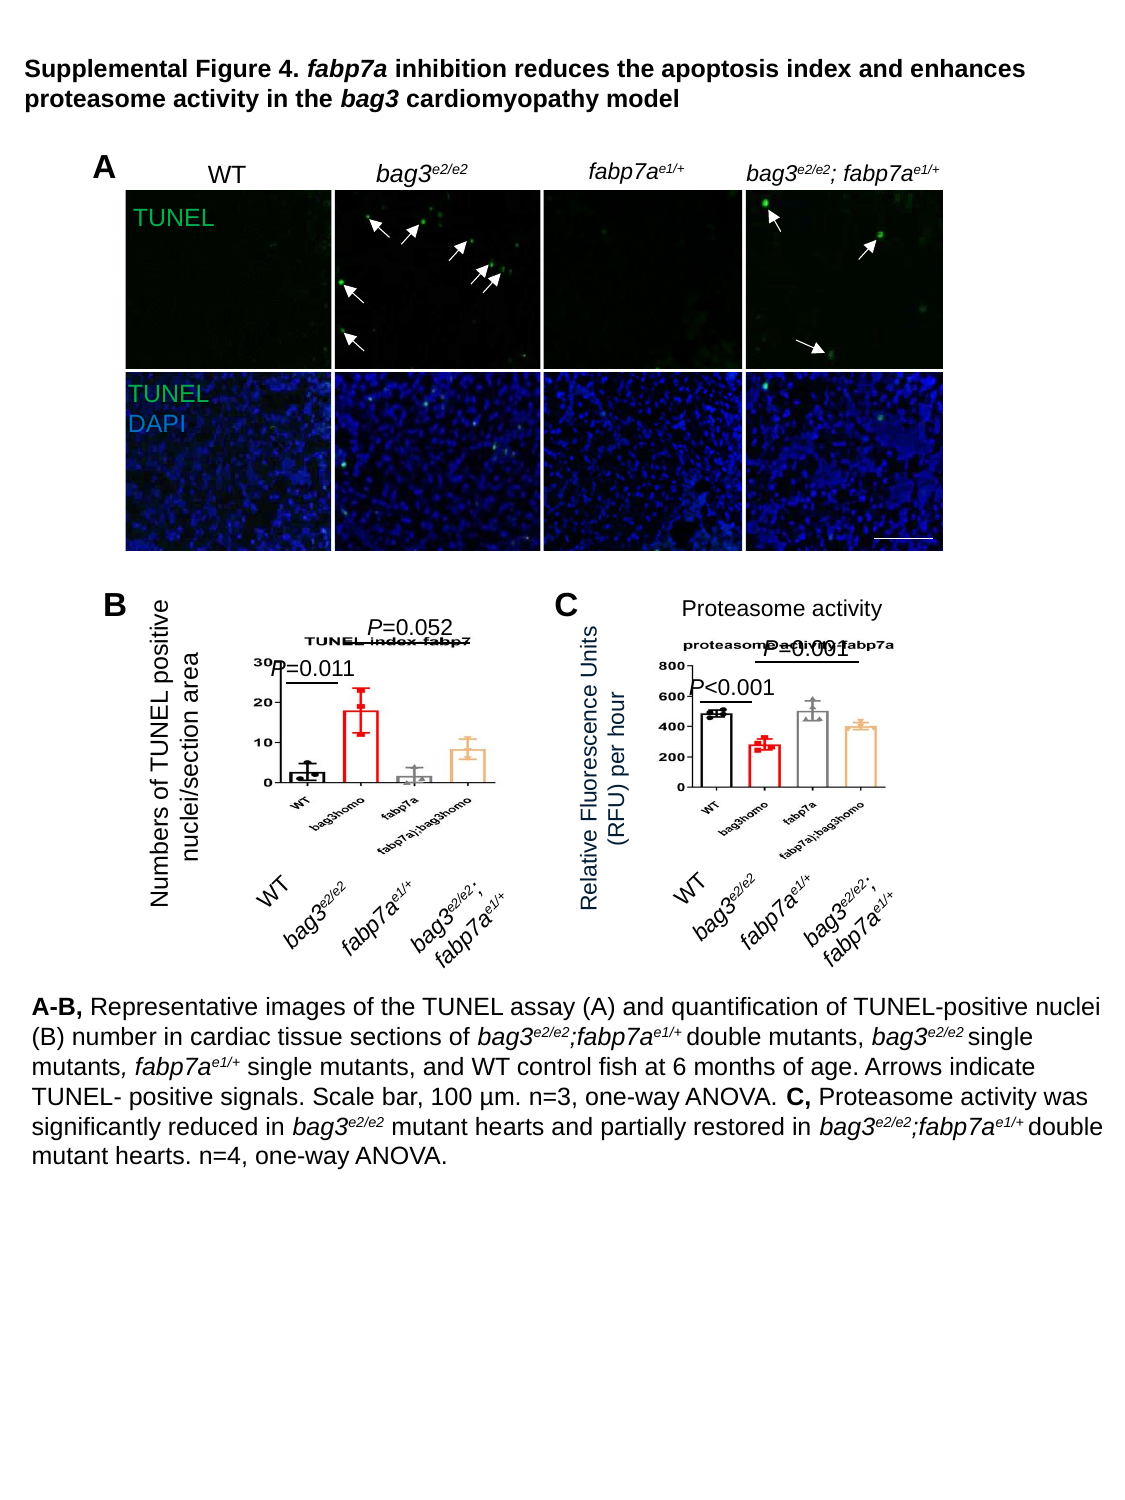

Supplemental Figure 4. fabp7a inhibition reduces the apoptosis index and enhances proteasome activity in the bag3 cardiomyopathy model
A
fabp7ae1/+
bag3e2/e2
bag3e2/e2; fabp7ae1/+
WT
TUNEL
TUNEL
DAPI
B
C
Proteasome activity
P=0.052
P=0.001
P=0.011
P<0.001
Numbers of TUNEL positive nuclei/section area
Relative Fluorescence Units
(RFU) per hour
WT
WT
bag3e2/e2;
fabp7ae1/+
bag3e2/e2
bag3e2/e2
bag3e2/e2;
 fabp7ae1/+
 fabp7ae1/+
 fabp7ae1/+
A-B, Representative images of the TUNEL assay (A) and quantification of TUNEL-positive nuclei (B) number in cardiac tissue sections of bag3e2/e2;fabp7ae1/+ double mutants, bag3e2/e2 single mutants, fabp7ae1/+ single mutants, and WT control fish at 6 months of age. Arrows indicate TUNEL- positive signals. Scale bar, 100 µm. n=3, one-way ANOVA. C, Proteasome activity was significantly reduced in bag3e2/e2 mutant hearts and partially restored in bag3e2/e2;fabp7ae1/+ double mutant hearts. n=4, one-way ANOVA.

## Slide 5
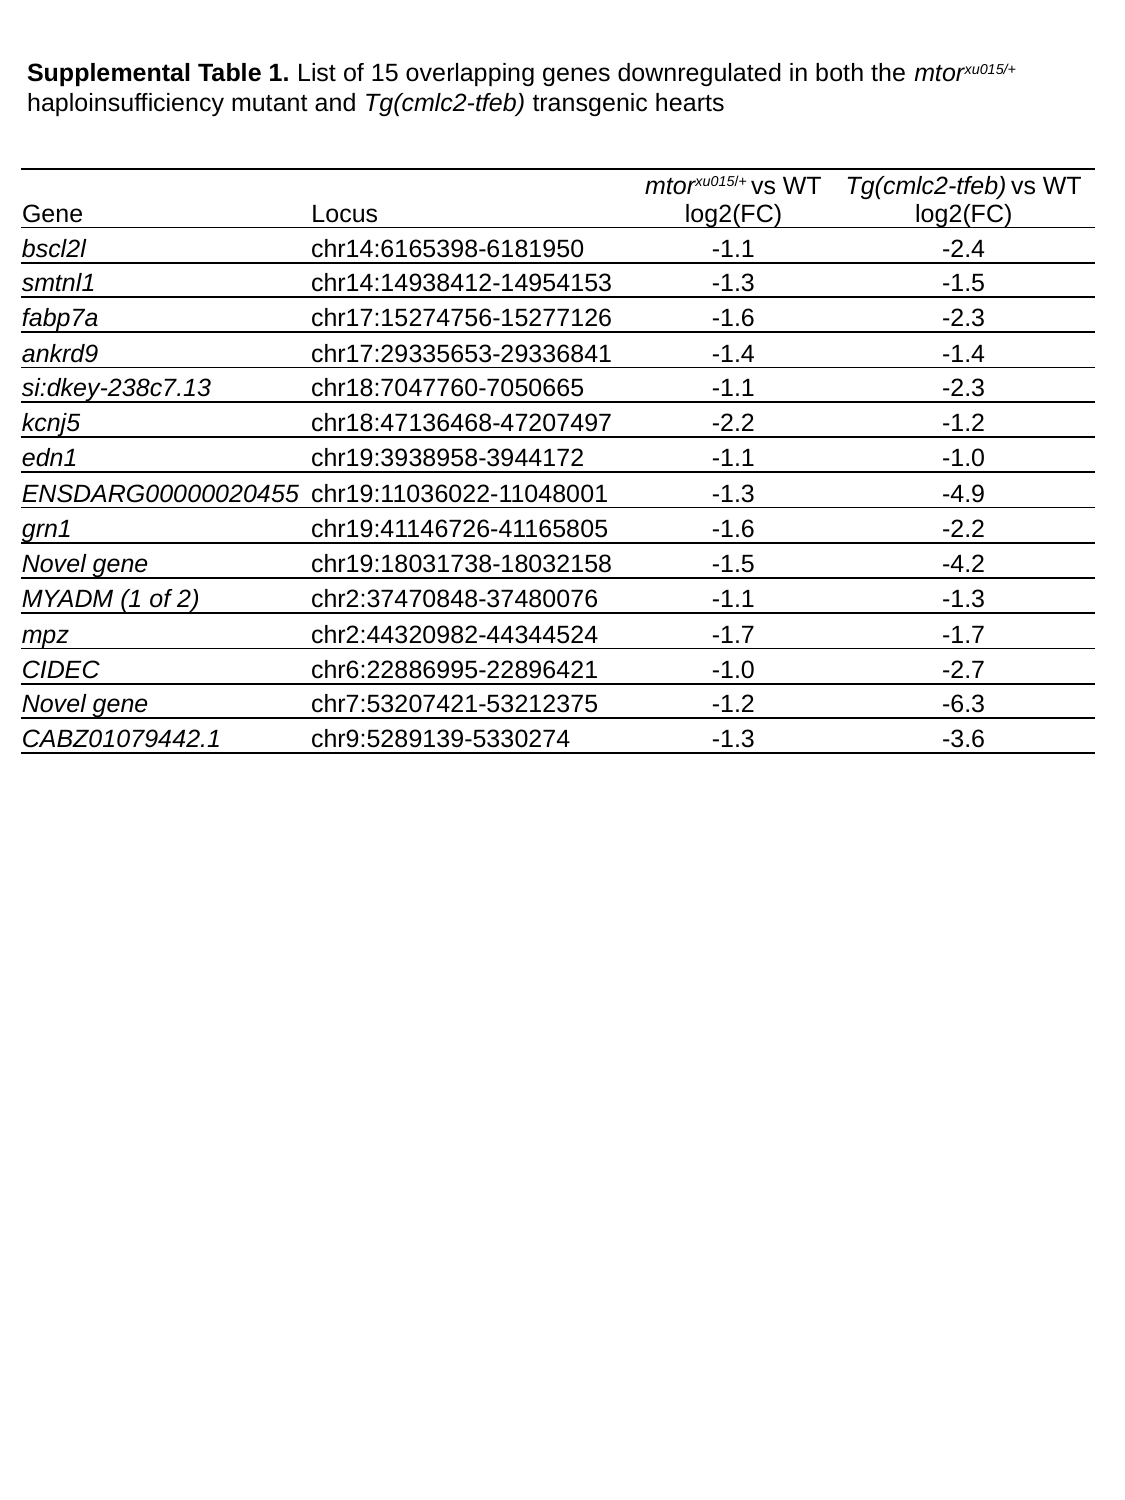

Supplemental Table 1. List of 15 overlapping genes downregulated in both the mtorxu015/+ haploinsufficiency mutant and Tg(cmlc2-tfeb) transgenic hearts
| Gene | Locus | mtorxu015/+ vs WT log2(FC) | Tg(cmlc2-tfeb) vs WT log2(FC) |
| --- | --- | --- | --- |
| bscl2l | chr14:6165398-6181950 | -1.1 | -2.4 |
| smtnl1 | chr14:14938412-14954153 | -1.3 | -1.5 |
| fabp7a | chr17:15274756-15277126 | -1.6 | -2.3 |
| ankrd9 | chr17:29335653-29336841 | -1.4 | -1.4 |
| si:dkey-238c7.13 | chr18:7047760-7050665 | -1.1 | -2.3 |
| kcnj5 | chr18:47136468-47207497 | -2.2 | -1.2 |
| edn1 | chr19:3938958-3944172 | -1.1 | -1.0 |
| ENSDARG00000020455 | chr19:11036022-11048001 | -1.3 | -4.9 |
| grn1 | chr19:41146726-41165805 | -1.6 | -2.2 |
| Novel gene | chr19:18031738-18032158 | -1.5 | -4.2 |
| MYADM (1 of 2) | chr2:37470848-37480076 | -1.1 | -1.3 |
| mpz | chr2:44320982-44344524 | -1.7 | -1.7 |
| CIDEC | chr6:22886995-22896421 | -1.0 | -2.7 |
| Novel gene | chr7:53207421-53212375 | -1.2 | -6.3 |
| CABZ01079442.1 | chr9:5289139-5330274 | -1.3 | -3.6 |

How the deposited data were processed for this re-analysis (not part of the article)

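RNA from ventricles of 3 groups of zebrafish (WT, *mtor* xu015/+ and *Tg(cmlc2:tfeb)*) was compared, with 3 libraries per group and 5 pooled ventricles per library. The methods name ventricular tissue, whereas the results describe whole hearts. Groups and replicate numbers were taken from the sample labels and the paper, and each column was matched to its sample by name. The replicate numbers that the groups share come from the sample labels, and the methods describe no pairing.

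The authors deposited an estimated count for each gene and library, made from aligned read pairs and scaled to the size of each library. The paper's methods name TopHat (version 2.1.1) and Cufflinks (version 2.2.1), and its text does not name the tool that made the table. Its text also does not say how reads shared between near-identical genes were assigned, so the counts of such genes are uncertain. Of the values between 0.5 and 5.5, 58.5% lay within 0.1 of a whole number. The table holds 30628 genes, of which 1933 were at 0 in every library. The paper's test, Cuffdiff, needs alignments and was not used here.

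The estimated counts were rounded to whole numbers and analysed in R (version 4.3.3). Genes were filtered with filterByExpr, libraries were normalized with TMM (factors from 0.946 to 1.08), and all 9 libraries were fitted together with the quasi-likelihood test of edgeR (version 4.0.16). P-values are two-sided and were adjusted with the Benjamini-Hochberg method over 21216 genes. DEGs needed an adjusted p under 0.05 and a change of at least 1.5-fold, the thresholds in the paper's results. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes. Folds against a group in which every library had at most 3 counts were computed against 3 counts and are lower bounds. Lists of genes were tested with camera of limma (version 3.58.1), with a correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 14 pathway tests and 30 cell type marker tests. Gene names were matched to the table exactly. PCA used log2 CPM with a prior count of 2, centred and not scaled.

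The genes given by name were set by a rule. They were the manipulated genes and *bag3*, the genes of Table S1 and Fig. 3E, fatty acid binding protein genes, the qRT-PCR markers of the methods, and the 5 upregulated and 5 downregulated DEGs with the smallest p-values in each comparison whose libraries did not overlap. At most 10 genes called in both comparisons and 5 DEGs of each gene list were added.

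The tests were tried on simulated counts drawn from the means of the real genes, with 200 genes changed by known folds. Of the 196 changed genes that passed the filter, edgeR called 132 (67.3%) among 20929 genes tested, including 82 of 98 changed by 4-fold, and it called 5 unchanged genes. DESeq2 called 145 of 200 changed genes and 33 unchanged genes. In a simulated comparison without changed genes, edgeR called 0 of 20929 genes. Camera gave an unadjusted p of 2.6e-23 for a changed list of 40 simulated genes and of 0.448 for an unchanged list. The simulated genes were drawn independently of each other. These values therefore do not show how often camera gives a small p for an unchanged list of correlated genes.

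Totals per library were between 35439974 and 45273695, so counting error was small against the spread between replicates for all but the lowest genes. With 3 libraries against 3, a two-sided exact permutation test cannot go below p = 0.10, and a one-sided one cannot go below 0.05. The alternatives were DESeq2 (version 1.42.0), limma-voom, RLE and upper-quartile normalization, other filters on low counts, other thresholds, a fit of only the groups compared, the replicate number as a block, an estimated correlation between genes, and each library left out in turn. Ingenuity Pathway Analysis and a genome sequence were not used here. Experiments of the paper other than this RNA sequencing were not analysed here.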

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

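The tests of the erythrocyte markers, of the *mtor* transcript and of unplaced genes in this part were chosen only after the result was seen.

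Erythrocyte marker genes moved in opposite directions in the lines. Between *Tg(cmlc2:tfeb)* and the libraries labelled *mtor* xu015/+, the 15 markers were higher by a mean log2 fold change of 0.96, with 15 of 15 genes higher (adjusted p = 8.1e-10, camera with Benjamini-Hochberg adjustment over 30 tests). All 3 libraries labelled *mtor* xu015/+ had a lower mean of these markers than every WT library (mean log2 fold change -0.57, camera adjusted p = 2.4e-21, 15 of 15 genes lower), and all 3 *Tg(cmlc2:tfeb)* libraries had a higher mean than every WT library (0.40, camera adjusted p = 0.0255, 12 of 15 genes higher). With the correlation between genes estimated from the data, the camera p was 0.0367 in the direct comparison, 0.0071 for the libraries labelled *mtor* xu015/+ and 0.314 for *Tg(cmlc2:tfeb)*. A few genes taking most of the counts is not excluded as the source of the direct difference. The 7 markers with lower counts were all higher (mean log2 fold change 0.66, camera p of 0.00842), with all 3 *Tg(cmlc2:tfeb)* libraries above the 3 others, but their camera p was 0.134 with the correlation between genes estimated, and 2 of the 4 and 2 of the 6 splits described below gave one as small, down to 7.6e-05. Library size does not account for the difference, since after thinning all libraries to the smallest total the mean log2 fold change was 0.95 (camera p of 4.4e-11). Of the 4 splits of these 6 libraries that part all same-numbered pairs, 1, the real one, gave a camera p as small, and of the 6 other splits, which part 1 pair, 1 did as well. So few splits cannot give a share under 0.05, so this test could not have excluded a chance split. For the libraries labelled *mtor* xu015/+ and WT the real split had a camera p of 8.1e-23 and the smallest of the other 9 was 5.6e-10. For *Tg(cmlc2:tfeb)* and WT, 2 of the 4 and 2 of the 6 had a camera p as small as the real one. The amount of blood left in the ventricles, which would be technical, and a change in red blood cells, which would be biological, predict the same values. The count of *mtor* does not check the label of the *mtor* xu015/+ libraries.

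The *mtor* transcript was lower in *Tg(cmlc2:tfeb)* than in the libraries labelled *mtor* xu015/+, in which it was not below WT. The log2 fold change between the lines was -1.73 (standard error 0.29, adjusted p = 0.0027, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 *Tg(cmlc2:tfeb)* libraries were below all 3 others. After thinning to the smallest library the adjusted p (edgeR, Benjamini-Hochberg) was 0.00267 at a log2 fold change of -1.74, so library size does not account for it. A mislabelled library is a candidate explanation only of the count not being below WT in the libraries labelled *mtor* xu015/+. An exchange between these and WT would not produce the lower count in *Tg(cmlc2:tfeb)*, where it was 1870 to 1903, against 2521 or more in the other 6 libraries. The lowest *tfeb* count among the *Tg(cmlc2:tfeb)* libraries was 4.05 times the highest of the other 6 libraries, which speaks for the *Tg(cmlc2:tfeb)* labels but cannot tell WT libraries from libraries labelled *mtor* xu015/+. The mutation may also leave the amount of *mtor* RNA unaffected, and this was not tested.

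Many DEGs with very large changes are genes that the paper does not discuss and that are listed without a name or position. Of the 158 DEGs of *Tg(cmlc2:tfeb)* versus WT with a log2 fold change of at least 5 in size, 103 are of this kind (65.2%), against 11.0% of all tested genes (odds ratio 15.8, two-sided Fisher's exact test, p = 7.5e-60). Of these, 41 were higher and 62 lower in *Tg(cmlc2:tfeb)*. The 55 others are spread over chromosomes, with at most 5 on 1 chromosome (chromosome 19). Among genes with at least 10 counts in every library of a group and 0 in every library of the other, 26 of 32 present in *Tg(cmlc2:tfeb)* but not WT and 32 of 42 present in WT but not *Tg(cmlc2:tfeb)* were unplaced. A candidate explanation is a difference in strain or haplotype between the fish, which would switch alternative copies of genes on or off. The sample labels do not say whether the WT fish were siblings of the *Tg(cmlc2:tfeb)* fish. No genotype or sequence was used here to test this explanation, and it cannot be told apart from an effect of the transgene. Of the 411 genes with p under 0.01 in the libraries labelled *mtor* xu015/+, 98 were unplaced, against 45.2 expected (two-sided Fisher's exact test, p = 9.5e-14), including 4 of the 5 DEGs. Without unplaced genes, 2592 DEGs remained in *Tg(cmlc2:tfeb)* versus WT. The Fisher's exact tests of unplaced genes count each gene as independent, which was not checked.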

How the results depend on the processing

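All alternatives in this part were chosen before the data were examined, and the cause of each change below was not tested.

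The number of DEGs in *Tg(cmlc2:tfeb)* versus WT was within 1.5 times 3161 under all 16 alternatives (2343 to 4671), and from 2348 to 2957 with a library left out. Between the lines it was 5157 with no fold threshold, against 3404, and otherwise within 1.5 times. For the libraries labelled *mtor* xu015/+, with 5 genes, DESeq2 gave 71, all genes with at least 1 count gave 9, and an adjusted p under 0.1 with at least 2-fold gave 9. Limma-voom gave 0 (1627 genes at an unadjusted p under 0.05), at least 10 counts in every library gave 0 (1485), and only the 2 groups compared gave 0 (1578). Leaving out a library gave 0 to 5 genes (1334 to 1948 at an unadjusted p under 0.05 in the fits that called fewer than 5).

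With the replicate number as a replicate block, 0 genes were called in the libraries labelled *mtor* xu015/+ (1545 at an unadjusted p under 0.05), 2954 in *Tg(cmlc2:tfeb)* versus WT and 3208 between the lines, and 0 were upregulated in both comparisons. Same-numbered libraries were of different fish, and their deviations had correlations of -0.024 to 0.089 over 9 pairs.

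Genes downregulated in both comparisons numbered 12 with DESeq2, 1 with all genes with at least 1 count and 2 with an adjusted p under 0.1 and at least 2-fold, against 0, and 0 to 1 with a library left out. Genes upregulated in both numbered 23 with DESeq2 and 0 with limma-voom, with at least 10 counts in every library and with only the 2 groups compared, against 2, and 0 to 1 with a library left out. The correlation of the log2 fold changes across genes was 0.166 with at least 10 counts in every library, against 0.261. With separate WT libraries it was 0.0099, 0.0646, 0.086, 0.0488, 0.0845 and 0.042, against 0.236 from log2 CPM with shared WT libraries.

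The pseudo-F of the PCA was 1.63 with the 500 most variable genes and 1.24 with genes scaled to unit variance for the libraries labelled *mtor* xu015/+ (against 1.41, and 1.196 to 1.55 with a library left out). For *Tg(cmlc2:tfeb)* it was 12.6 with the 500 most variable genes, 3.24 with unit variance, 7.94 with DESeq2's variance stabilizing transformation, 6.85 with a prior count of 0.5 and 6.39 with at least 10 counts (against 7.30, and 5.15 to 6.17 with a library left out). The ratio of distances to WT was 2.265, 1.63, 2.36 and 2.29 under the 500 genes, unit variance, the transformation and at least 10 counts, and 3.78 with the variance within groups subtracted (against 2.13, and 1.82 to 2.17 with a library left out). It stayed above 1 under each of these.

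Circadian clock genes in the libraries labelled *mtor* xu015/+ had means of -0.096 to -0.012 with a library left out, and passed the threshold without WT replicate 1 (camera adjusted p 0.0447, range 0.0447 to 0.601). Protein folding genes had means of -0.016 to 0.090. They reversed without WT replicate 2 (-0.0051) and *mtor* xu015/+ replicate 3 (-0.016), and passed without WT replicate 1 and *mtor* xu015/+ replicate 1 (camera adjusted p 0.0093 and 0.0497, range 0.0093 to 0.937). Macrophage genes had means of -0.0595 to 0.028 and reversed with at least 10 counts (0.015), without WT replicate 3 (0.028) and without *mtor* xu015/+ replicate 2 (0.013). Cell cycle checkpoint, prometaphase and pre-replicative complex genes in *Tg(cmlc2:tfeb)* had adjusted camera p-values of 0.0802, 0.0978 and 0.0802 with the correlation between genes estimated, at means of 1.44, 1.62 and 1.33. Over all alternatives these p-values ranged from 8.9e-26, 9.0e-27 and 7.8e-24 to those values.

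Among genes given by name, *kcnj5* reversed in *Tg(cmlc2:tfeb)* without WT replicate 3 (0.93), and ranged from -1.40 to 0.93 with a library left out. *tfeb* reversed in the libraries labelled *mtor* xu015/+ without WT replicate 1 (0.11), *mtor* xu015/+ replicate 1 (0.011) and *mtor* xu015/+ replicate 3 (0.066), with a range of -0.15 to 0.11. There *bag3* (0.015, range -0.36 to 0.015) and *grn1* (0.29, range -2.08 to 0.29) reversed without WT replicate 3. These reversals are those of the values given in the text. Over both comparisons of all 52 genes of interest, 39 values under the alternatives reversed, 37 of them in the libraries labelled *mtor* xu015/+, 67 were no longer past the threshold, 10 were newly past it and 1026 kept their direction and side. Depth limits genes at or under 3 counts in a group, for which lower bounds are given.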

Differences from the paper's values

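The paper's calls come from Cuffdiff, and those here from edgeR on the deposited estimated counts. The positions given in Table S1, such as that of *fabp7a*, differ from those deposited with the counts. The assembly and gene annotation behind the paper's values may therefore differ as well, and the effect of this was not tested. For *Tg(cmlc2:tfeb)* versus WT the paper gives 1936 DEGs, and 3161 were found. Of the 16 alternatives set before the data were examined, 7 came within 1.5 times, at 2343 (adjusted p under 0.1 and at least 2-fold), 2348 (without *Tg(cmlc2:tfeb)* replicate 2), 2445 (at least 10 counts in every library), 2516, 2614 and 2558 (without WT replicates 1, 2 and 3) and 2755 (without *Tg(cmlc2:tfeb)* replicate 1), and the other 9 did not. For the libraries labelled *mtor* xu015/+ versus WT the paper gives 65 DEGs, and 5 were found, with 71 under DESeq2 and no other alternative within 1.5 times. Of these 71 genes, 36 (50.7%) are without a position and 0 are in Table S1, where 7 of the 8 genes with a p-value had an unadjusted p under 0.05.

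The paper gives 25 genes changed in the same direction in both comparisons, 15 downregulated and 10 upregulated, and 2 were found, 0 downregulated and 2 upregulated. Under DESeq2 there were 35 (12 downregulated and 23 upregulated), so that the total and the downregulated number come within 1.5 times of the paper's and the upregulated number does not. None of the other 18 alternatives did so for any of them. Of these 35 genes, 23 are without a position and 0 are in Table S1.

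In Fig. 3D the paper shows about 710 upregulated and about 740 downregulated DEGs in *Tg(cmlc2:tfeb)*, read by eye, against 1572 and 1589, and no alternative came within 1.5 times. It shows about 39 upregulated and about 26 downregulated DEGs in the libraries labelled *mtor* xu015/+, read by eye, against 2 and 3, with 43 and 28 under DESeq2 alone. It shows about 3 genes in opposite directions (Fig. 3D, read by eye), against 0, with 10 under DESeq2 and no alternative within 1.5 times. The parts of Fig. 3D add up to fewer DEGs for *Tg(cmlc2:tfeb)* than the text gives.

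The log2 fold changes of Table S1 were compared within an error, set as the larger of the 2 groups' SD of log2 CPM between replicates. This error is not the standard error of the fold change. In Table S1 the paper's log2 fold change of ENSDARG00000020455 in *Tg(cmlc2:tfeb)* is -4.9, against -3.94. Without WT replicate 2 alone (-4.20) the recomputed value came within the error. The paper's log2 fold change of *fabp7a* in the libraries labelled *mtor* xu015/+ is -1.6, against -1.17. It came within the error with the replicate block (-1.21) and without WT replicate 2 (-1.25), WT replicate 3 (-1.22), *mtor* xu015/+ replicate 1 (-1.31) or *mtor* xu015/+ replicate 3 (-1.26), and not under the 6 other alternatives. For each comparison, 9 of the 10 values of Table S1 that could be compared were within the error. The error was wide for genes with a large spread, such as *kcnj5* in *Tg(cmlc2:tfeb)* (1.81, against a standard error of 0.77). A value within the error can therefore still differ from the paper's.

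The paper lists the genes of Table S1 as downregulated DEGs in both lines. It also reports lower expression of *bscl2l*, *fabp7a*, *cidec* and *edn1* in both lines by qRT-PCR (Fig. 3E). Read by eye, its log2 fold changes in the *mtor* line are about -0.91, -1.0, -0.98 and -0.90. In the libraries labelled *mtor* xu015/+ the log2 fold changes of these genes were -1.20, -1.17, -1.10 and -1.09. None of the 10 matched genes was a DEG in the libraries labelled *mtor* xu015/+ under any alternative, and 8 had an unadjusted p under 0.05. The lowest adjusted p was 0.077, with DESeq2, and the range over the alternatives for *fabp7a* was 0.077 to 0.749. For *Tg(cmlc2:tfeb)*, 5 were DEGs, and 3 to 7 under the alternatives. *edn1* was called in *Tg(cmlc2:tfeb)* with the replicate block alone (edgeR adjusted p = 0.0156, range 0.0156 to 0.459). *ankrd9* was called with DESeq2 (adjusted p = 0.0148, range 0.0148 to 0.212) and without WT replicate 2, and *grn1* without WT replicate 1 or WT replicate 2 (edgeR adjusted p = 0.0405 and 0.0430, range 0.0405 to 0.478). Both also passed an adjusted p under 0.1 with at least 2-fold.

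The paper names circadian clock, protein folding and macrophage pathways for the libraries labelled *mtor* xu015/+, and camera adjusted p-values for these lists were 0.230, 0.2997 and 0.924 at mean log2 fold changes of -0.06, 0.03 and -0.02. Without WT replicate 1 the circadian clock (0.0447, range 0.0447 to 0.601) and protein folding (0.0093, range 0.0093 to 0.937) lists passed 0.05, and protein folding also without *mtor* xu015/+ replicate 1 (0.0497). The legend of Fig. S2 assigns the comparison with many DEGs and the cell cycle pathways to the *mtor* line, whereas the paper's results assign them to *Tg(cmlc2:tfeb)*, in which 3161 DEGs and a mean log2 fold change of 1.44 for checkpoint genes were found.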

Other observations

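In this part, the test of the highest WT library for the genes of Table S1 was chosen only after the result was seen.

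Each comparison was repeated with the labels of its 6 libraries exchanged. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many DEGs in *Tg(cmlc2:tfeb)* versus WT, 1 in the libraries labelled *mtor* xu015/+ versus WT and 1 in *Tg(cmlc2:tfeb)* versus these libraries. The 3 others gave 0, 0 to 1 and 0 DEGs. The 6 splits that part 1 pair gave 0, 0 to 1 and 0 to 1. At an unadjusted p under 0.05 the real split of *Tg(cmlc2:tfeb)* and WT had 7566 genes against at most 870 in the others, that of the libraries labelled *mtor* xu015/+ and WT had 1668 against at most 1482, and that of the lines had 7964 against at most 1135. So few splits cannot give a share under 0.05, and none of these results can be told apart from a chance split by this test alone.

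The same exchange was made for the gene lists. For checkpoint, prometaphase and pre-replicative complex genes in *Tg(cmlc2:tfeb)*, 1, 1 and 1 of the 4 splits gave a camera p as small. For circadian clock, protein folding and macrophage genes in the libraries labelled *mtor* xu015/+, 2, 3 and 4 of 4 did, and for lysosome and autophagy genes in *Tg(cmlc2:tfeb)*, 2 of 4 did. With the correlation between genes set to 0.01, camera also gave very small p-values in splits that mix the genotypes, down to 1.2e-11 for checkpoint genes, 1.4e-13 for prometaphase genes and 1.8e-10 for pre-replicative complex genes. Such splits set 2 libraries of a genotype against 1, so they keep part of a difference between genotypes, and these values do not show what camera gives without one. For protein folding genes a split that mixes the libraries labelled *mtor* xu015/+ and WT gave 9.6e-09, against 0.193 for the real split, so for that list a small camera p can arise without a difference by genotype.

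Genes called in both comparisons were counted over 100 of the 108 ways to allot the 9 libraries to a shared control and 2 other groups in which each group takes 1 library of every replicate number, and other allotments were not run. The real one had 0 downregulated genes in both, which all 100 reach whatever the data, so this count shows nothing. At least 2 upregulated genes were found in 6, namely the real one, 1 with the whole group labelled *mtor* xu015/+ as control and 4 with the whole *Tg(cmlc2:tfeb)* group as control (up to 1258, and 1187 downregulated). The 5 others keep at least 1 genotype together and are not splits by chance, while 0 of the 71 that mix the genotypes in every group had as many (at most 1, in 3 of them). These 71 called at most 1 gene in either comparison and could hardly have reached 2, so the 6 in 100 neither ties the 2 upregulated genes to a chance split nor sets them apart from it. The shared WT libraries are a candidate explanation of the likeness of the 2 comparisons. With all WT libraries shared, the correlation of their log2 fold changes across genes was 0.261 in the edgeR fit and 0.236 from log2 CPM. It was at most 0.086 with separate WT libraries, and 0.398 to 0.412 with a single shared WT library.

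Cell types were examined with lists of marker genes. *bscl2l* and *cidec*, which the adipocyte list leaves out, may be lower because the ventricles carried fewer adipocytes. Of 13 adipocyte markers, 10 were lower in *Tg(cmlc2:tfeb)* (mean log2 fold change -1.51, adjusted p = 6.2e-05 over 30 tests, limma's camera with an unadjusted p of 6.2e-06), and all 3 *Tg(cmlc2:tfeb)* libraries had a lower mean than every other library. The smallest camera p of a split that mixes genotypes, which keeps part of such a difference, was 1.0e-05, and with the correlation between genes estimated the p was 0.0245. Their mean was -0.22 in the libraries labelled *mtor* xu015/+ (camera adjusted p = 0.230, unadjusted p of 0.0843), which leaves this open there. *fabp7a* and *mpz* could be lower with fewer Schwann cells or glia. Their markers had camera p-values of 0.511 in *Tg(cmlc2:tfeb)* (mean -0.15) and 0.267 in the libraries labelled *mtor* xu015/+ (mean -0.10), although all 3 libraries of each line had a lower mean of these markers than every WT library, so this remains open.

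Cell cycle genes could be higher in *Tg(cmlc2:tfeb)* with more leukocytes, but leukocyte markers were lower in 16 of 23 genes (mean -0.32, camera adjusted p = 0.4999, unadjusted p of 0.269). Oocyte RNA was left open, with 5 tested markers (camera adjusted p = 0.804, unadjusted p of 0.697). Outflow tract and smooth muscle markers were lower in *Tg(cmlc2:tfeb)* (mean -0.55, 11 of 13 genes and all 3 libraries lower than WT, camera adjusted p = 7.9e-04), and oocyte markers were lower in the libraries labelled *mtor* xu015/+ (mean -0.50, 5 of 5 genes, camera adjusted p = 0.041), in which 1 of 3 libraries lay within the WT values.

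The larger number of DEGs in *Tg(cmlc2:tfeb)* could come from library size or other tissue. With all libraries thinned to the smallest total there were 3072 DEGs in *Tg(cmlc2:tfeb)* versus WT, 0 in the libraries labelled *mtor* xu015/+ (1639 genes at an unadjusted p under 0.05) and 3347 between the lines, so library size does not account for it. Outflow tract, atrial, liver and erythrocyte markers made up 0.285% of the DEGs of *Tg(cmlc2:tfeb)*. With only 48 such markers this percentage had to be small, so it does not measure the share of other tissue. Of these markers 9 were DEGs (18.8%, against 14.9% of all genes), so an effect of other tissue is not excluded. Sequence linked to the *mtor* locus was tested with genes at p under 0.01 in the libraries labelled *mtor* xu015/+. On chromosome 8 there were 13 against 12.7 expected (two-sided Fisher's exact test, p = 0.885), and within 5 Mb of *mtor* 4 of 121 genes against 2.01 expected (p = 0.142 in the same Fisher's exact test), which does not exclude an effect of nearby sequence.

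The hour of dissection could change circadian clock genes. Among the libraries labelled *mtor* xu015/+ and WT, *per*, *cry* and *nr1d* genes minus *arntl*, *clock* and *npas2* genes had a mean log2 difference of -0.19 (exact permutation test, two-sided, p = 0.3), which cannot tell a shift of phase from none. The WT columns carry a tag of 9 months against 6 months in the methods, and in the libraries labelled *mtor* xu015/+ versus WT such an age difference cannot be told apart from genotype. In *Tg(cmlc2:tfeb)* it would not account for most DEGs, since 2446 of the 3161 (77.4%) were also DEGs between the lines, where WT has no part.

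High values in a single WT library could make the genes of Table S1 low in both lines. Without the highest WT library, 2 of 10 genes (*kcnj5* and *grn1*) lost more than 50% of their log2 fold change in the libraries labelled *mtor* xu015/+, which is 20% against 8.21% of 195 other genes equally low (two-sided Fisher's exact test, p = 0.215). The median loss was 43.9% against 17.2% in the other genes. It was 48.7% for *ankrd9*, 46.1% for *bscl2l*, 46.5% for ENSDARG00000020455, 41.7% for *smtnl1*, 38.1% for *edn1*, 22.99% for *mpz*, 13.0% for *cidec* and 10.1% for *fabp7a*. High values in 1 WT library therefore remain an explanation of part of these changes.

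Lysosome and autophagy genes, which TFEB is known to activate, were not higher in *Tg(cmlc2:tfeb)*. Of 100 genes, 73 were lower (mean log2 fold change -0.09, camera adjusted p = 0.118 over 14 tests, unadjusted p of 0.034), and all 3 *Tg(cmlc2:tfeb)* libraries had a lower mean than every other library. Among the genes, 2 were downregulated DEGs and 1 was an upregulated DEG, and 41 had an unadjusted p under 0.05. Among DEGs, *atp6v1b2* (-0.75) and *ulk2* (-0.72) were lower and *map1lc3cl* (1.45) was higher. Their adjusted p was under 0.05 in 11, 8 and 4 of 11 alternatives. The log2 fold change of *map1lc3cl* ranged from 0.89 to 1.77. For the list of 100 genes, the camera adjusted p ranged from 0.0554 to 0.681 over the alternatives.

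Markers that the paper measured by qRT-PCR and *bag3* were also examined in *Tg(cmlc2:tfeb)* versus WT. *nppa* (-0.59), *myh7l* (-0.76) and *bag3* (-0.96) were lower in all 3 libraries (edgeR adjusted p = 0.0278, 0.0171 and 0.0093), with ranges of 0.0030 to 0.0992, 4.3e-04 to 0.0552 and 4.7e-05 to 0.0379 over the alternatives. *mmp2* had a log2 fold change of 0.39 (edgeR adjusted p = 0.0253, range 0.0042 to 0.0838, higher in 3 of 3 libraries). *nppb* (-0.76), *cdkn1a* (0.43) and *il1b* (-0.29) had edgeR adjusted p-values of 0.137, 0.279 and 0.171, with ranges of 0.0384 to 0.389 (past 0.05 under 2 of 11 alternatives), 0.0406 to 0.624 (1 of 11) and 0.105 to 0.416 (0 of 11). Among other fatty acid binding protein genes, *fabp11a* was lower in *Tg(cmlc2:tfeb)* (-0.67, edgeR adjusted p = 0.0224, range 0.0014 to 0.0709, all 3 libraries), and *fabp3* had a log2 fold change of 0.27 in the libraries labelled *mtor* xu015/+ (edgeR adjusted p = 0.415, range 5.4e-04 to 0.732). It was higher in all 3 of these libraries than in every WT library and passed 0.05 under 1 of 11 alternatives. *fabp10a* had a log2 fold change of -1.26 in the libraries labelled *mtor* xu015/+ (edgeR adjusted p = 0.536) and lay below every WT library there. Between *Tg(cmlc2:tfeb)* and these libraries it was 1.91 (edgeR adjusted p = 0.0089), at mean counts of 28.5 and 7.51. *bag3* had a log2 fold change of -0.24 in the libraries labelled *mtor* xu015/+ versus WT (edgeR adjusted p = 0.817).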
